# Dual role of FOXG1 in regulating gliogenesis in the developing neocortex via the FGF signalling pathway

**DOI:** 10.7554/eLife.101851

**Published:** 2025-03-14

**Authors:** Mahima Bose, Ishita Talwar, Varun Suresh, Urvi Mishra, Shiona Biswas, Anuradha Yadav, Shital T Suryavanshi, Simon Hippenmeyer, Shubha Tole

**Keywords:** Foxg1, neuron-glia cell fate, gliogenesis, cortical development, Mouse

## Abstract

In the developing vertebrate central nervous system, neurons and glia typically arise sequentially from common progenitors. Here, we report that the transcription factor Forkhead Box G1 (*Foxg1*) regulates gliogenesis in the mouse neocortex via distinct cell-autonomous roles in progenitors and postmitotic neurons that regulate different aspects of the gliogenic FGF signalling pathway. We demonstrate that loss of *Foxg1* in cortical progenitors at neurogenic stages causes premature astrogliogenesis. We identify a novel FOXG1 target, the pro-gliogenic FGF pathway component *Fgfr3*, which is suppressed by FOXG1 cell-autonomously to maintain neurogenesis. Furthermore, FOXG1 can also suppress premature astrogliogenesis triggered by the augmentation of FGF signalling. We identify a second novel function of FOXG1 in regulating the expression of gliogenic cues in newborn neocortical upper-layer neurons. Loss of FOXG1 in postmitotic neurons non-autonomously enhances gliogenesis in the progenitors via FGF signalling. These results fit well with the model that newborn neurons secrete cues that trigger progenitors to produce the next wave of cell types, astrocytes. If FGF signalling is attenuated in *Foxg1* null progenitors, they progress to oligodendrocyte production. Therefore, loss of FOXG1 transitions the progenitor to a gliogenic state, producing either astrocytes or oligodendrocytes depending on FGF signalling levels. Our results uncover how FOXG1 integrates extrinsic signalling via the FGF pathway to regulate the sequential generation of neurons, astrocytes, and oligodendrocytes in the cerebral cortex.

## Introduction

A fundamental feature of the developing vertebrate central nervous system is that common progenitors produce neurons and glia sequentially. Furthermore, two broad categories of glia, astrocytes, and oligodendrocytes, each sub-serving distinct functions, are also produced sequentially. This temporal sequence of neurogenesis, followed by astrogliogenesis and then oligogenesis, is conserved in the developing mammalian neocortex (Qian et al., 2000; Hirabayashi et al., 2009; Reynolds and Weiss, 1992). However, the molecular mechanisms instructing a cessation of neurogenesis and initiating gliogenesis within progenitors are poorly understood, particularly in terms of how cell-intrinsic factors interact with cell-extrinsic signalling cues.

Early in vitro (Qian et al., 2000; Temple, 1989) and in vivo (Shen et al., 2021) studies demonstrated that cortical progenitors first produce neurons and later glia. Quantitative Mosaic Analysis with Double Markers (MADM) lineage analyses in vivo further extended these findings and showed that neurons, astrocytes, and oligodendrocytes arise sequentially within a clone of cells from a single progenitor (Shen et al., 2021; Gao et al., 2014). Molecular insights into this phenomenon identified several pro-gliogenic mechanisms. These include cell-intrinsic transcription factors *Nr2f1/2*, *Zbtb20*, *Sox9,* and *Nfia* (Naka et al., 2008; Namihira et al., 2009; Kang et al., 2012; Nagao et al., 2016), the Notch pathway (Namihira et al., 2009; Tanigaki et al., 2001; Cao et al., 2008; Ge et al., 2002; Cao et al., 2010); and cell-extrinsic cues such as interleukins IL6 and cardiotrophin1 (*Ct1*), leukemia inhibiting factor (*Lif*), ciliary neurotrophic factor (*Cntf*), neuropoietin (*Np*), cardiotrophin-like cytokine (*Clc*), epidermal growth factors (*Egf*), and fibroblast growth factors (*Fgf;* Rowitch and Kriegstein, 2010; Mallamaci, 2013; Sloan and Barres, 2014; Takouda et al., 2017; Dinh Duong et al., 2019; Zhang et al., 2020), which act via the Jak/Stat or Mek/Mapk signalling pathways (Cao et al., 2008; Nakashima et al., 1999; He et al., 2005). In these studies, the primary readout of gliogenesis was astrogliogenesis, using either morphology or molecular markers to identify glial fate. Although a few factors, such as *Sox10,* have been reported to promote oligodendrocyte precursor cell (OPC) fate (Stolt et al., 2002; Bhattarai et al., 2022), the progenitor-level mechanisms that govern astrocyte-to-oligodendrocyte transition remain poorly understood. Furthermore, how mechanisms that maintain ongoing neurogenesis crosstalk with those that promote gliogenesis remains to be understood. Another unexplored area is how cell-intrinsic and extrinsic factors interact with or regulate each other at the level of the individual progenitor.

Forkhead family transcription factor FOXG1 plays a fundamental role in the early development of the cerebral cortex. It is a well-established regulator of the sequential production of neuronal subtypes in the mammalian neocortex (Hanashima et al., 2002; Toma et al., 2014; Hanashima et al., 2004; Kumamoto and Hanashima, 2017; Hou et al., 2020; Liu et al., 2022; Tao and Lai, 1992). *Foxg1* haploinsufficiency in humans affects a range of neurodevelopmental processes, resulting in an autism spectrum disorder called Foxg1 syndrome, which includes corpus callosum agenesis, microcephaly, and cognitive impairment (Shoichet et al., 2005). A dysregulation of *Foxg1* has also been implicated in glioblastoma pathogenesis among these individuals (Hou et al., 2020; Hettige and Ernst, 2019).

FOXG1 is described to play a ‘neurogenic role’ in overexpression experiments in vitro or cultured progenitors transplanted in vivo, which display decreased gliogenesis and downregulation of progliogenic pathways and markers (Brancaccio et al., 2010; Falcone et al., 2019; Frisari et al., 2022). However, in these studies, *Foxg1* knockdown did not cause significant gliogenesis (Brancaccio et al., 2010; Falcone et al., 2019). Furthermore, the role of FOXG1 in postmitotic neurons in regulating gliogenesis has not been examined, although these cells express *Foxg1* and are ideally positioned to signal progenitors to generate the next cell type. These are critical unanswered questions that we explored directly in vivo. We show that upon loss of *Foxg1*, progenitors autonomously produce glia at the expense of neurons. Using integrative analysis of the transcriptome, epigenome, and FOXG1 occupancy, we identified FGFR3, part of the established progliogenic FGF signalling pathway, as a FOXG1 target.

We show that the loss of *Foxg1* results in upregulating *Fgfr3* expression and FGF signalling in cortical progenitors. Whereas overexpression of FGF ligands induces premature gliogenesis (Dinh Duong et al., 2019), simultaneous overexpression of *Foxg1* restores neurogenesis, consistent with its established neurogenic role. Furthermore, attenuation of FGF signalling in a *Foxg1* loss-of-function (LOF) background leads to a premature production of OPCs, indicating that without FOXG1 the progenitor may progress through gliogenesis but cannot return to neurogenesis.

Independently, FOXG1 regulates cues produced by newborn postmitotic neurons that non-autonomously modulate the output of progenitors. In particular, when postmitotic neurons lack *Foxg1*, naive progenitors upregulate FGF signalling and display enhanced gliogenesis. We demonstrate that progenitors experience an enhanced level of FGF signalling when *Foxg1* is lost selectively in postmitotic neurons due to dysregulated *Fgf* ligand expression. Therefore, FOXG1 regulates both the availability of the ligand and the level of the receptor for Fgf signalling.

Our results shed light on a novel mechanism regulating the sequential generation of neurons, astrocytes, and oligodendrocytes in the cerebral cortex.

## Results

We used a *Foxg1* conditional knockout mouse line with an intrinsic reporter (*Foxg1^lox/lox^; Rosa26^FRT-GFP^* ; Miyoshi and Fishell, 2012) to assess the cell-autonomous phenotypes of *Foxg1* disruption. In this line, Cre-mediated recombination of the floxed *Foxg1* allele results in the expression of flippase, which then recombines a STOP-FRT-EGFP reporter inserted in the *Rosa26* locus. Since this reporter is integrated into the genome, introducing Cre recombinase into a progenitor results in GFP expression in *Foxg1*-recombined cells arising from it without dilution, serving as a label for its lineage.

### Disrupting *Foxg1* during neurogenesis causes premature gliogenesis

In wild-type mice, FOXG1 expression decreases in cortical progenitors from embryonic day (E) 15.5 to E18.5 (Figure 1—figure supplement 1; Falcone et al., 2019). We tested the consequences of a premature drop in FOXG1 at E15.5 when superficial layer neurons are generated in the neocortex. We introduced a plasmid encoding Cre recombinase at E15.5 using in utero electroporation and examined the brains on postnatal day 14 (P14). This stage is suitable for a comprehensive assessment of the lineage arising from control and mutant progenitors.

In control brains, as expected, GFP+ cells with pyramidal neuron morphologies occupied layer II/III of the neocortex, whereas cells with glial morphologies were scattered throughout the tissue. 67% of the GFP+ cells also expressed neuronal marker NEUN and did not express mature astrocytic marker ALDH1L1. 16% of the GFP+ cells were also ALDH1L1+ due to the intrinsic *Rosa26^FRT-GFP^* reporter that causes EGFP expression in the entire lineage of progenitors electroporated at E15.5 (Figure 1A–D, Figure 1—figure supplement 2). In contrast, Cre electroporation in *Foxg1^lox/lox^* embryos results in GFP+ cells with astrocytic morphologies distributed all over the neocortex. None were NEUN+, but 56% were ALDH1L1+**,** confirming their astrocyte identity. We found similar results, that is, premature gliogenesis, upon Cre electroporation at E14.5 (Figure 1E–H). In contrast, loss of *Foxg1* at E13.5 did not impede neurogenesis. The mutant cells were NEUN+ and ALDH1L1–, indicating no premature gliogenesis. Consistent with the literature, there is enhanced expression of REELIN (Figure 1—figure supplement 3; Toma et al., 2014; Hanashima et al., 2004; Shen et al., 2006; Kumamoto and Hanashima, 2014; Kumamoto et al., 2013).

**Figure 1.**
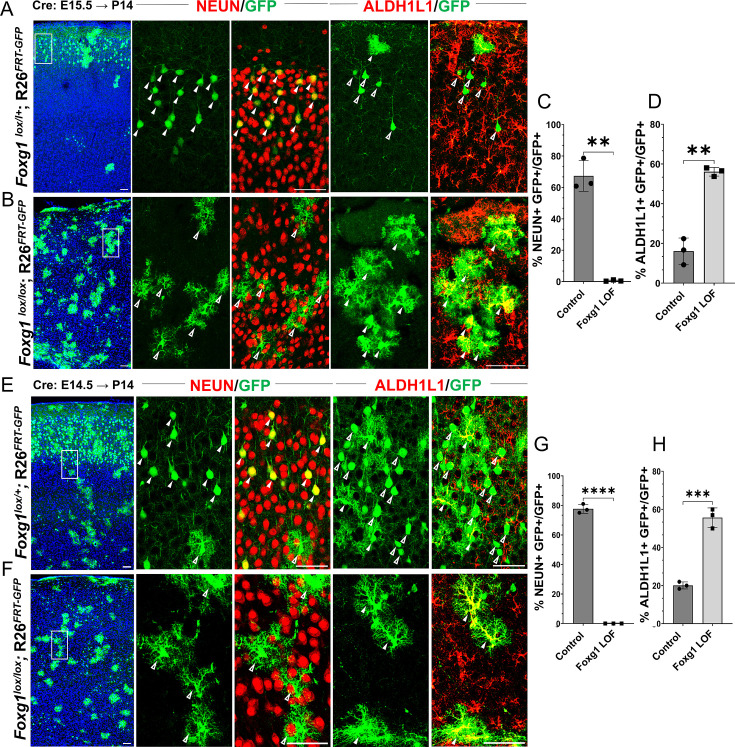
Loss of *Foxg1* causes premature gliogenesis. (A–D) Cre electroporation at E15.5 in control (A, *Foxg1*^lox/+^; *Rosa26^FRT-GFP^*) and *Foxg1* loss-of-function (LOF) (B, *Foxg1*^lox/lox^; *Rosa26^FRT-GFP^*) embryos, followed by analysis at P14. (**C, D**) 67.3% of GFP+ cells colocalised with NeuN in control brains and 1% in *Foxg1* LOF brains. 16% of GFP+ cells colocalised with ALDH1L1 in control brains and 56% in *Foxg1* LOF brains. n = 2151 (Control), 2761 (*Foxg1* LOF) cells from N = 3 brains (biologically independent replicates). (E–H) Cre electroporation at E14.5 in control (E, *Foxg1*^lox/+^; *Rosa26^FRT-GFP^*) and *Foxg1* LOF (F, *Foxg1*^lox/lox^; *Rosa26^FRT-GFP^*) embryos, followed by analysis at P14. (**G, H**) 77.7% of GFP+ cells colocalised with NeuN in control brains and 0% in *Foxg1* LOF brains. 20.1% of GFP+ cells colocalised with ALDH1L1 in control brains and 55.7% in *Foxg1* LOF brains. n = 3,160 (Control), 2978 (*Foxg1* LOF) cells from N = 3 brains (biologically independent replicates). In each row (**A, B, E, F**), the boxes in the leftmost low magnification panels indicate approximate regions shown in either the NEUN or ALDH1L1 high-magnification panels. Filled arrowheads depict colocalisation, and open arrowheads depict non-colocalisation of marker and electroporated cells. Statistical test: two-tailed unpaired *t*-test. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. All scale bars are 50 μm.

**Figure 1—figure supplement 1.**
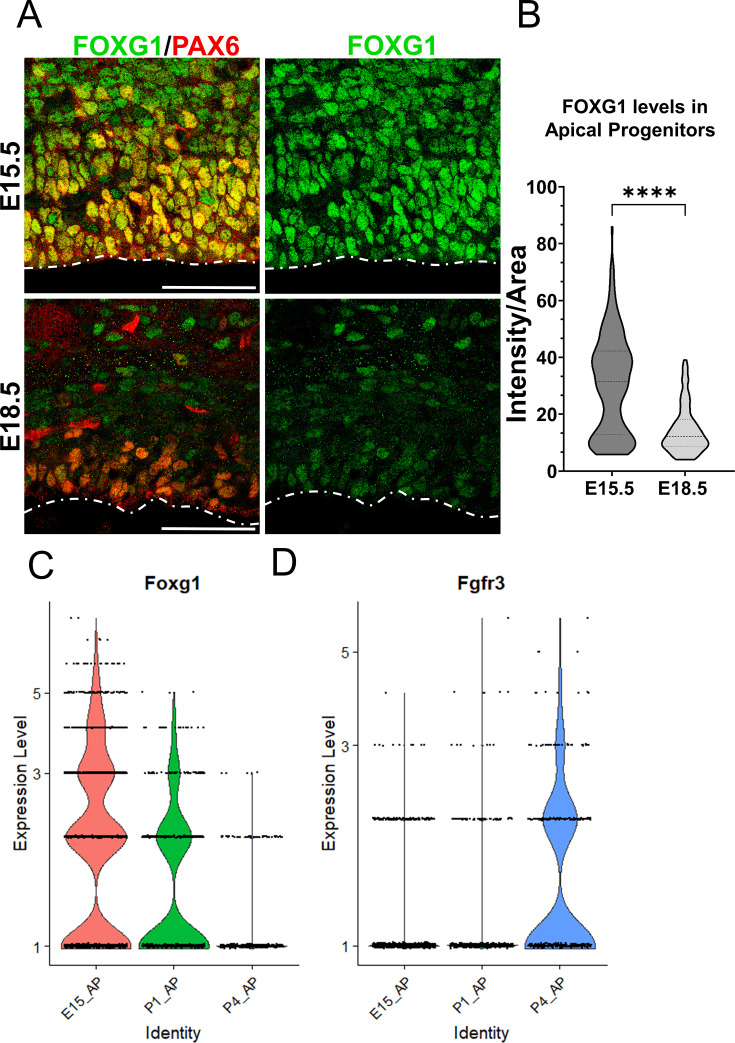
Complementary temporal regulation of *Foxg1* and *Fgfr3* in progenitors during the gliogenic period. (**A**) FOXG1 immunostaining at E15.5 and E18.5 in control brains together with apical progenitor marker PAX6. (**B**) Nuclear intensity quantification of FOXG1 in apical progenitors reveals a significant decrease in levels by E18.5, suggesting an endogenous mechanism for the transition of neurogenesis to gliogenesis in progenitors. n = 350 cells from N = 3 (biologically independent replicates). Statistical test: Mann–Whitney test. Scale bar: 50 μm. (**C, D**) Violin plots depicting normalised gene expression levels from scRNA-seq data (Di Bella et al., 2021) for *Foxg1* (**C**) and *Fgfr3* (**D**) reveal complementary temporal dynamics for these genes in progenitors at E15.5, P1, and P4.

**Figure 1—figure supplement 2.**
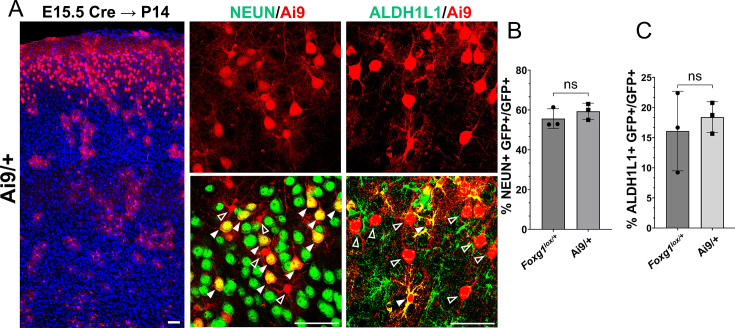
*Foxg1* haploinsufficiency at E15.5 does not lead to premature gliogenesis. This experiment aimed to examine whether there is a difference in baseline neurogenesis in *Foxg1^+/+^* versus *Foxg1^lox/+^* brains since the latter are used as controls in Figures 1 and 6. (**A**) Cre electroporation at E15.5 in control embryos carrying an *Ai9* reporter. Brains were harvested at P14. The leftmost panel in (A) is a low-magnification image, as the scale bar indicates. (**B**) Quantification of Ai9+ cells reveals similar proportions of these cells colocalise with NeuN in +/+ controls (72%) compared to *Foxg1^lox/+^; GFP ^FRT^* brains (67%). (**C**) Quantification of glial marker ALDH1L1 reveals similar proportions of Ai9+ cells colocalise with ALDH1L1 in +/+ brains (18%) compared to Foxg1^lox/+^; GFP ^FRT^ brains (16%). No significant difference is observed between the two conditions. n = 2790 cells from N = 3 (biologically independent replicates) were examined over three independent experiments. Statistical test: unpaired *t*-test.

**Figure 1—figure supplement 3.**
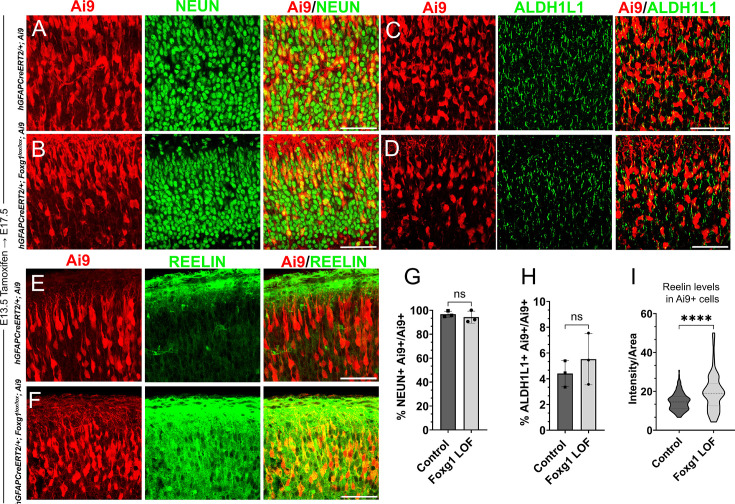
Loss of *Foxg1* at E13.5 does not lead to premature gliogenesis but results in increased REELIN. (A–F) hGFAP-CreERT2/+; Ai9 (Control) and hGFAP-CreERT2/+*; Foxg1^lox/lox^;* Ai9 (*Foxg1* loss-of-function [LOF]) brains after tamoxifen administration at E13.5, followed by analysis at E17.5. (**A, B, G**) 96% of Ai9+ cells colocalised with NEUN in control brains and 95% in *Foxg1* LOF brains. (**C, D, H**) 4% of Ai9+ cells colocalised with ALDH1L1 in control brains and 5% in *Foxg1* LOF brains. (**E, F, I**) The average REELIN intensity per Ai9+ cell increased from 17% in control brains to 22% in *Foxg1* LOF brains. n = 2,508 (Control), 2798 (*Foxg1* LOF) cells from N = 3 brains (biologically independent replicates).

This indicates that progenitors undergo a transition after E13.5, wherein the loss of FOXG1 from E14.5 prompts a shift from neurogenesis to gliogenesis, even if they have not yet produced the final cohorts of superficial layer neurons.

### Enhanced gliogenesis upon loss of *Foxg1* is not due to the over-proliferation of mutant astrocytes

Increased gliogenesis may arise from the over-proliferation of astrocytes and an accompanying death of neurons that have lost *Foxg1*. Alternatively, there could be a premature cell fate switch in the progenitors that should have produced neurons but instead produced astrocytes (Figure 2A). To distinguish between these scenarios, we examined the presence of KI67 in cells at 1 day (E16.5) or 3 days (E18.5) after Cre electroporation at E15.5. Similar numbers of electroporated (EGFP+) cells displayed KI67 in control and *Foxg1^lox/lox^* brains, indicating that loss of *Foxg1* did not induce overproliferation (Figure 2B and B’, Figure 2—figure supplement 1). Furthermore, no difference was observed in the expression of a cell death marker Cleaved Caspase 3 (Figure 2C and C’). However, consistent with a switch to gliogenesis, the *Foxg1* LOF cells were positive for gliogenic factor NFIA but not the neurogenic intermediate progenitor marker TBR2 (Figure 2D, D’, E and E’).

**Figure 2.**
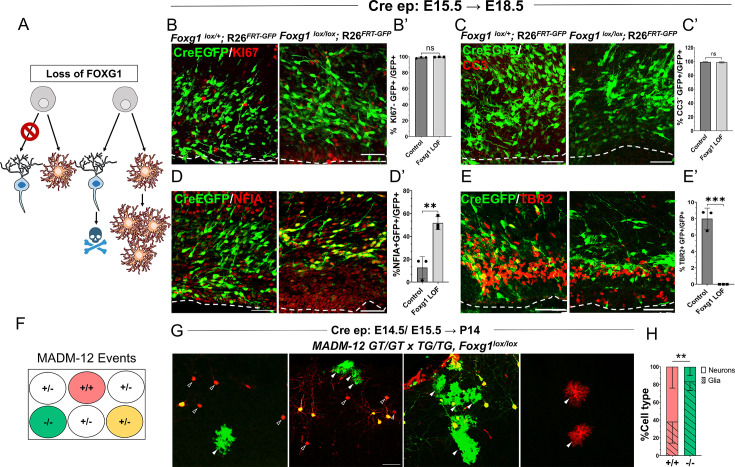
*Foxg1* loss-of-function (LOF) leads to premature glial fate acquisition in progenitors but no proliferation defects. (**A**) Schematic depicting the two alternative mechanisms that could result in enhanced gliogenesis upon loss of *Foxg1*: a change in cell type produced by the progenitor, i.e., ‘fate switch’ or increase in proliferation of astrocytes accompanied by neuronal cell death. (**B, B', C, C’**) Images of the ventricular and sub-ventricular zone (the dashed line indicates the ventricle boundary). Cre electroporation at E15.5 in control (*Foxg1*^lox/+^; *Rosa26^FRT-GFP^*) and *Foxg1* LOF (*Foxg1*^lox/lox^; *Rosa26^FRT-GFP^*) embryos, followed by analysis at E18.5. Proliferation marker KI67 (**B, B’**) colocalises with similar numbers of GFP+ cells in control and *Foxg1* LOF brains. Cell death marker Cleaved Caspase 3 (**C, C’**) does not reveal differences in colocalisation with GFP+ control and *Foxg1* LOF cells. In contrast, glial progenitor markers NFIA (**D**, **D’**) display increased colocalisation with GFP+ cells in *Foxg1* LOF (51.7%) compared with controls (12.5%). Neurogenic intermediate progenitor marker TBR2 (**E, E’**) displays decreased colocalisation with GFP+ cells in *Foxg1* LOF brains (0%) compared with controls (8%). n = 3590 (control), 2100 (mutant) cells from N = 3 brains (biologically independent replicates). (**F**) Schematic depicting the genotype and corresponding fluorescent labels resulting from the Mosaic Analysis with Double Markers (MADM) recombination events. (**G-H**) Cre electroporation at E14.5/E15.5 in *Foxg1*-MADM brains (*M12^GT/TG, Foxg1^*) analysed at P14. Green (*Foxg1^—/—^*) and red (*Foxg1*^+/+^) cells were scored based on neuronal (open arrowheads, **G**) or glial (arrowheads, **E**) morphology. (**H**) Represents the number of neurons or glia as a percentage of the total population of neurons +glia of each genotype: control (red; +/+) or *Foxg1* mutant (green –*/*–) neurons. n = 354 cells from N = 5 brains (biologically independent replicates). Statistical test: two-tailed unpaired *t*-test. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. All scale bars: 50 μm.

**Figure 2—figure supplement 1.**
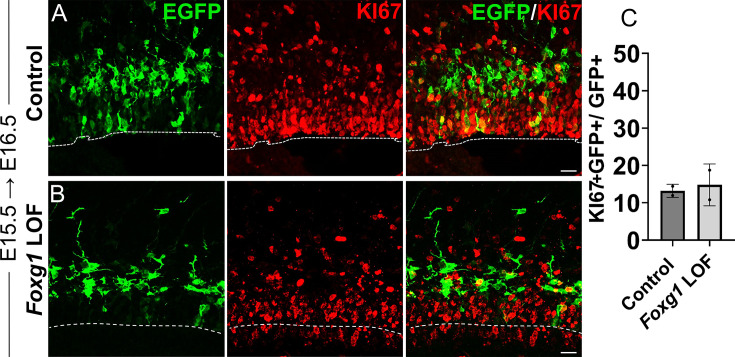
Loss of *Foxg1* from E15.5 does not lead to enhanced proliferation at E16.5. Analysis of the proliferation marker KI67 in Control and *Foxg1* LOF E16.5 progenitors, 1 day post-electroporation at E15.5. KI67 colocalises with comparable numbers of GFP+ cells in both Control (A; Cre in *Foxg1^lox/+^*) and *Foxg1* LOF (B; Cre in *Foxg1^lox/lox^*) brains. Quantifications are presented in (C). n = 403 cells (Control) and 663 cells (*Foxg1* LOF) from N = 2 biologically independent experiments.

We also employed a MADM-based strategy to distinguish between these possibilities (Figure 2F; Zong et al., 2005; Contreras et al., 2021). We used the MADM-12 (M12) line (Contreras et al., 2021; Hippenmeyer et al., 2013) in which the MADM GT and TG cassettes are on chromosome 12 and crossed them onto a *Foxg1^lox/+^* background. In the resulting *Foxg1*-MADM (*M12^GT/TG, Foxg1^*) brains, a fraction of Cre-electroporated progenitors undergo recombination, resulting in progeny that is either *Foxg1*^—/—^, GFP+ (green), or *Foxg1***^+/+^** tdTomato+ (red) cells. Since these red and green cells arise from single progenitors, the MADM system enables an accurate analysis of proliferation versus cell fate transformation upon disruption of *Foxg1*. A fraction of progenitors in the MADM paradigm undergoes a different recombination pattern, resulting in a yellow progeny due to the expression of both GFP and tdTomato (Zong et al., 2005; Contreras et al., 2021), which were not scored. We performed in utero electroporation of Cre in *Foxg1*-MADM embryos in E14.5/E15.5 embryos. We analysed the brains at P14 (Figure 2G). Green and red cells were scored for neuronal or glial identity based on morphology (Shen et al., 2021; Zhang et al., 2020). Of the total control (red, +/+) cells, 61.9% were neurons, and 38.1% were glia. In contrast, of the total number of *Foxg1* mutant (green,–/–) cells, 16.7% were neurons, and 83.3% were glia (Figure 2H).

In summary, the results demonstrate that loss of *Foxg1* results in a premature cell fate switch in neurogenic progenitors, making them gliogenic.

### Loss of *Foxg1* causes upregulation of *Fgfr3* in progenitors and enhanced FGF signalling

We investigated how FOXG1 regulates the transcriptional landscape in cortical progenitors to maintain a temporal control of neurogenesis and gliogenesis. We used the inducible hGFAP-CreERT2 (hGCE) driver to achieve widespread recombination in apical progenitors at embryonic ages upon induction with tamoxifen (Zhuo et al., 2001; Ganat et al., 2006). First, we ascertained that hGCE-driven loss of Foxg1 at E15.5 recapitulates the premature gliogenesis phenotype we described in Figure 3—figure supplement 1A. Also, 2 days after tamoxifen induction (E15.5 → E17.5), *Foxg1* LOF cells were positive for gliogenic factor NFIA, similar to that seen upon Cre electroporation (Figure 2C, Figure 3—figure supplement 1B and C). To identify pathways that regulate the premature gliogenesis induced by the loss of *Foxg1*, we collected FACS-purified control and mutant cells at E17.5, 48 hours post-tamoxifen administration at E15.5, for transcriptomic analysis (Figure 3—figure supplement 1D and D’; Supplementary file 1). 

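The RNA-seq counts cover 3 control and 4 *Foxg1* LOF pools of sorted cortical cells, labelled at E15.5 and collected at E17.5. *Foxg1*, the deleted gene, was counted at 981 ± 20.5 CPM (counts scaled to library size; SD, n = 3) in the controls and at 846 ± 115 (SD, n = 4) in the pools labelled *Foxg1* LOF. This is a log2 fold change of -0.21 (standard error 0.11, adjusted p = 0.20 from edgeR's quasi-likelihood test), with a 95% interval of -0.46 to 0.03. *Foxg1* lies on chromosome 12 of GRCm38 from 49382660 to 49386861, has its coding sequence in 1 exon, and is overlapped on the same strand by Gm43517. The table holds 1 count for the whole gene, so transcript left by a recombined allele and intact transcript are not separated. The paper describes the floxed allele as expressing flippase after recombination, and reports more NFIA protein in the mutant cells (Figure 3—figure supplement 1B and C). Because the *Foxg1* count does not set the groups apart, the mutant group is named here by its label.

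The controls were progenitors labelled with FlashTag, a dye taken up by cells at the ventricle, and sorted in the GFP channel. The mutants carried the tamoxifen-inducible hGFAP-CreERT2 driver and the Ai9 reporter and were sorted in the RFP channel. Genotype, label and sort channel therefore differ between the groups at once. The sample labels give the controls a floxed *Foxg1* genotype, the series text calls them wild type, and a figure legend shows Ai9+ control cells (Figure 3—figure supplement 1D). Each replicate pools cells of more than 1 brain. *Xist*, a transcript of female cells, had at least 33294 counts in every pool labelled *Foxg1* LOF and in 1 of 3 controls, and at most 14 in the other controls.

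The authors aligned the reads with HISAT2, counted them per gene with featureCounts and tested them with DESeq2 on the mm10 build, and they deposited the raw counts. These sum to 22512259 to 28159040 per control library (median 25409337) and to 22649157 to 33507884 per library labelled *Foxg1* LOF (median 25827579.5). The paper states 30 M paired-end reads per sample, whereas the values here use counts assigned to genes. Of 25229 genes, 14870 passed edgeR's low-count filter, and the libraries were scaled by TMM. At an adjusted p under 0.05 and an absolute log2 fold change above 0.58, the fold cutoff of the paper, 693 genes were higher and 1225 were lower in the pools labelled *Foxg1* LOF. A test against that fold itself (edgeR's glmTreat) called 295 and 592 genes. On counts simulated for this comparison with 14709 genes, 78 of 100 genes changed by 1 on the log2 scale were recovered, and 97 of 100 changed by 2. The changed genes were drawn from those with a mean above 1 CPM, so these shares do not cover genes with fewer counts. Whether the counting used strand is not given in the sources used here, so reads of a gene and of an antisense partner cannot be told apart.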

As expected, the loss of *Foxg1* caused the upregulation of known gliogenic factors such as *Nfia* and *Olig3* and the downregulation of neurogenic genes such as *Neurod2* and neuronal marker *Pou3f1* (Figure 3A).

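*Nfia* and *Olig3* were higher and *Neurod2* and *Pou3f1* were lower in the libraries labelled *Foxg1* LOF, and no library of either group overlapped the other for any of these genes. *Nfia*, a transcription factor that starts astrocyte production, rose from 264 ± 25.9 CPM (SD, n = 3) to 721 ± 30.7 CPM (SD, n = 4), a log2 fold change of 1.45 (standard error 0.09, adjusted p = 1.35e-05 from edgeR's quasi-likelihood test). *Olig3*, a basic helix-loop-helix factor, had 0 to 4 counts per control library and 572 to 755 counts per library labelled *Foxg1* LOF. Per total count this is a ratio of 271 between the groups, with a 95% interval of 131 to 675 that covers counting error only. *Neurod2*, a factor of neuronal differentiation, fell from 642 ± 31.7 to 365 ± 86.3 CPM (log2 fold change -0.82, standard error 0.16, adjusted p = 0.00610). *Pou3f1*, a marker of upper-layer neurons, fell from 208 ± 5.01 to 58.0 ± 19.4 CPM (log2 fold change -1.84, standard error 0.21, adjusted p = 0.000302).

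Of 25 gliogenic factors, all tested, 11 were higher and 2 were lower (13 and 3 when adjusted over the list alone). As a set they were shifted upwards (camera, adjusted p = 2.04e-09; adjusted p = 0.0730 with an estimated correlation). The list holds *Nfia*, *Olig3* and *Id3*, which the paper had already named as higher in these samples, so this is not fully independent evidence. The upper-layer list that follows likewise holds *Pou3f1*, which the paper named as lower. Of 17 upper-layer neuron genes, 8 were lower and 1 was higher (the same when adjusted over the list alone), with a camera adjusted p of 1.69e-05 and an adjusted p = 0.236 with an estimated correlation. Among them, *Lpl* had a log2 fold change of -2.16 and *Plxna4* of -1.53, the latter with an adjusted p of 0.0501 without control replicate 3. The 20 intermediate progenitor and neurogenic genes went both ways, with 7 higher and 2 lower (8 and 2 when adjusted over the list alone). Those higher included the early neurogenic factors *Nhlh1* (log2 fold change 3.56), *Neurod4* (2.56) and *Neurod1* (1.67), and *Neurod2* was among those lower. The set was shifted upwards (camera, adjusted p = 2.18e-05; adjusted p = 0.236 with an estimated correlation). Of 24 pan-neuronal genes, 4 were higher, 1 was lower and 19 did not pass the test (the same when adjusted over the list alone). *Rbfox3*, which encodes NEUN, had a log2 fold change of 0.91, and *Stmn2* of -0.60. In the same libraries the mean level of 18 microglia genes was 4.44 to 4.69 log2 CPM in the controls and 0.71 to 2.07 in those labelled *Foxg1* LOF.

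*Nfia* lies on chromosome 4 of GRCm38 from 97772734 to 98118874 and overlaps the antisense gene E130114P18Rik. *Olig3* lies on chromosome 10 from 19356533 to 19358604, and *Neurod2* on chromosome 11 from 98325415 to 98329648. *Pou3f1* lies on chromosome 4 from 124656807 to 124660655 and overlaps the antisense gene Gm2164.

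**Figure D1:**
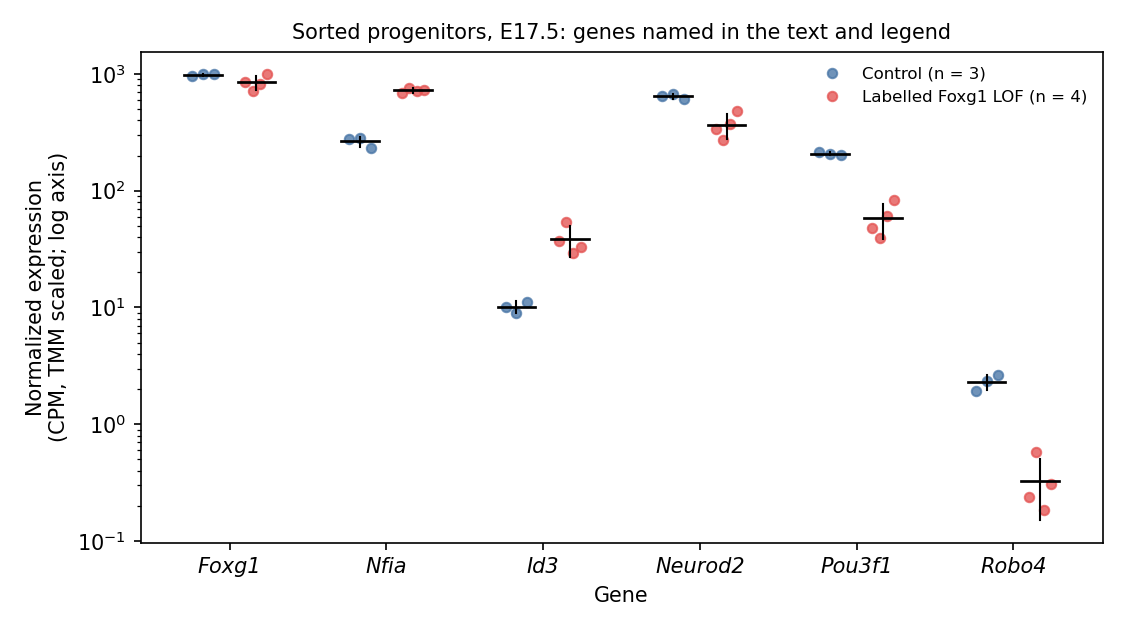
Normalized expression (CPM on a log axis) of *Foxg1* and of 5 genes named for the sorted progenitors, with 1 point per library, a line at the mean and a bar of 1 SD for 3 control and 4 *Foxg1* LOF-labelled libraries. The groups overlap for *Foxg1* and lie apart for the other genes.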

**Figure 3.**
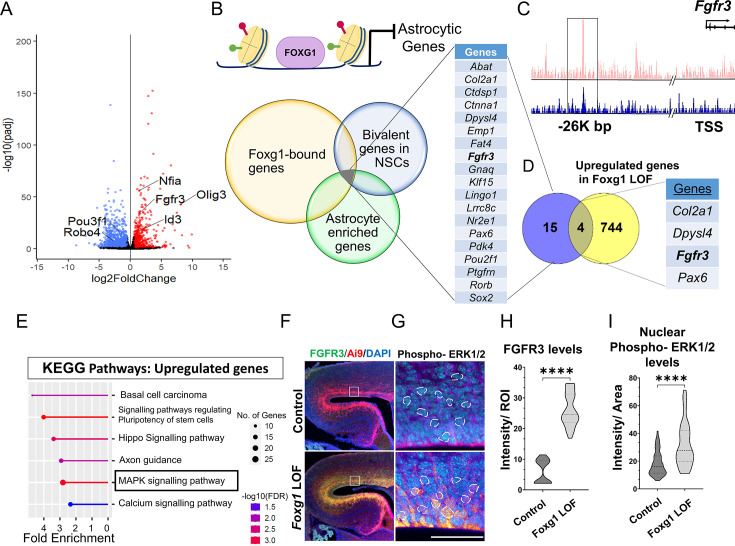
FOXG1 binds and regulates the expression of *Fgfr3.* (**A**) RNA-seq analysis of FACS-purified Control and *Foxg1* loss-of-function (LOF) progenitors harvested two days after labelling at E15.5. Gliogenic factors such as *Nfia, Id3,* and *Olig3* are upregulated, and neuronal markers such as *Pou3f1* and *Robo4* are downregulated. (B–D) Multimodal analysis comparing FOXG1 occupancy (ChIP-seq) and bivalent epigenetic marks (H3K4Me3 and H3K27Me3) and astrocyte-enriched genes from Telley et al., 2019 reveals a list of 19 genes common to each dataset (**B**). Four of these are upregulated upon loss of *Foxg1*, including the known gliogenic gene *Fgfr3* (**D**). FOXG1 occupies a –26 kb enhancer region of *Fgfr3* (**C**). (**E**) KEGG analysis of the upregulated genes from (**A**) identifies the MAPK signalling pathway downstream of FGF signalling. (**F**) Loss of *Foxg1* from E15.5 progenitors (hGFAP-CreERT2, tamoxifen at E15.5) causes upregulation of FGFR3 receptor by E17.5 as seen in cells near the VZ of the somatosensory cortex. Boxes (**F**) indicate the regions in high magnification shown in the adjacent panels (**G**). Dashed circles outline the regions of interest (ROIs) identified in the DAPI channel used for intensity quantification in (**H**). (G; n = 50 [Control and *Foxg1* LOF] ROIs from N = 3 brains) and phosphorylated-ERK1/2 (**H**; n = 67 [Control] and 89 [*Foxg1* LOF]) cells from N = 3 brains (biologically independent replicates). Statistical test: Mann–Whitney test *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. All scale bars: 50 μm*.*

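*Id3* was higher and *Robo4* was lower in the libraries labelled *Foxg1* LOF. *Id3*, an inhibitor of basic helix-loop-helix factors, rose from 10.1 ± 1.17 CPM (SD, n = 3) to 38.3 ± 11.1 CPM (SD, n = 4), a log2 fold change of 1.93 (standard error 0.21, adjusted p = 0.000244 from edgeR's quasi-likelihood test). *Robo4*, a guidance receptor known from blood vessels and listed here among the endothelial genes, fell from 2.30 ± 0.35 to 0.33 ± 0.18 CPM (log2 fold change -2.74, standard error 0.37, adjusted p = 0.000751). It had 50 to 74 counts per control library and 4 to 20 counts per library labelled *Foxg1* LOF. *Id3* lies on chromosome 4 of GRCm38 from 136143497 to 136145755, and *Robo4* on chromosome 9 from 37401897 to 37415115.

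Most listed genes of 3 groups of cell types outside the neural lineage were also lower in these libraries. All 18 microglia genes were lower, with a median log2 fold change of -3.34 (camera, adjusted p = 2.93e-33; adjusted p = 0.0730 with an estimated correlation). *Csf1r*, the receptor that microglia need to survive, went from 150 ± 8.53 to 10.7 ± 5.66 CPM, and *Mrc1* had the lowest log2 fold change of the list at -5.31. Of 17 endothelial genes, 14 were lower (16 when adjusted over the list alone) and none was higher, with a median of -2.19 (camera, adjusted p = 1.39e-16; adjusted p = 0.0730 with an estimated correlation). *Cldn5*, a tight junction gene, had a log2 fold change of -2.71. Of 13 pericyte and meningeal fibroblast genes, 9 were lower and none was higher (the same when adjusted over the list alone), with a median of -1.35 (camera, adjusted p = 1.16e-05; adjusted p = 0.236 with an estimated correlation). Without the members of these 3 lists, a setting chosen after seeing the data, 689 genes were higher and 1183 were lower. This removes only the listed genes, so the totals do not show how many of the decreases come from such cells.

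Of 30 cell cycle genes, 20 were lower (25 when adjusted over the list alone) and none was higher, with a median of -0.48 (camera, adjusted p = 4.44e-10; adjusted p = 0.248 with an estimated correlation). *Mki67* had a log2 fold change of -0.75 and *Top2a* of -0.85. After Cre electroporation, the paper found the protein KI67 in similar numbers of control and mutant cells (Figure 2B and B’). In the libraries here the sort also differs between the groups. Of 22 apical progenitor markers, 10 were higher and 2 were lower (the same when adjusted over the list alone), with *Dmrt3* (3.96), *Hmga2* (1.67) and *Dmrta2* (1.12) changed most. That set had a camera adjusted p of 0.00154 and an adjusted p = 0.60 with an estimated correlation. Of 23 astrocyte markers tested, 3 were higher, 3 were lower and 17 did not pass the test (the same when adjusted over the list alone). *Bcan* had a log2 fold change of 0.67 and *Aldh1l1* of -0.82.

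The 10 largest increases among genes with an average log2 CPM of at least 3 and no overlap between the groups lay between 4.33 and 8.05 on the log2 scale. They included *Ebf3* (6.67), *Barhl2* (6.52), *Nhlh2* (5.72), *Reln* (5.14) and *Ebf1* (4.49). *Reln* encodes the secreted protein reelin of Cajal-Retzius cells and rose from 15.6 ± 3.03 to 551 ± 95.1 CPM. The 10 largest decreases, from -4.16 to -3.68, were *Itgam*, *Pld4*, *Mpeg1*, *Adgre1*, *Fcrls*, *Csf1r*, *Ctss*, *P2ry12*, *Stab1* and *Cx3cr1*, which are known from microglia and macrophages.

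**Figure D2:**
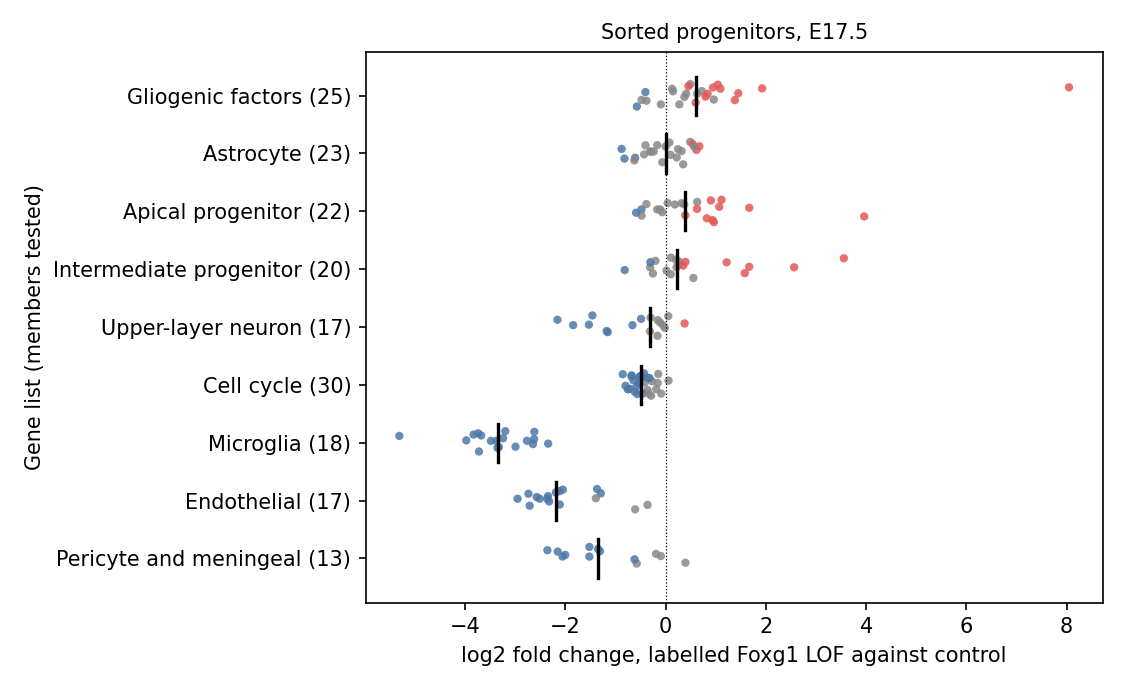
Log2 fold changes of the members of 9 gene lists in the sorted progenitors, with 1 point per tested gene, coloured red (higher) or blue (lower) at an adjusted p under 0.05 and grey otherwise, and a black line at each list's median. All 18 microglia genes and 14 of 17 endothelial genes lie to the left in blue.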

**Figure 3—figure supplement 1.**
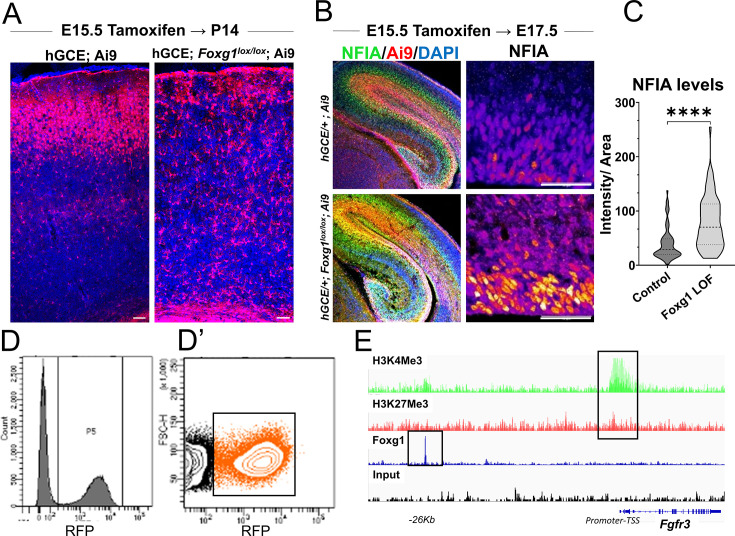
hGFAP-CreERT2; Ai9 (hGCE) line-based recapitulation of the premature gliogenesis phenotype and subsequent analysis. (**A**) hGFAP-CreERT2/+; Ai9 *(*hGCE; Ai9*)* and hGFAP-CreERT2/+; *Foxg1 ^lox/lox^;* Ai9 (labelled hGCE *Foxg1^lox/lox^*; Ai9) brains after tamoxifen administration at E15.5 and harvesting at P14. The *Foxg1* loss-of-function (LOF) condition shows the absence of neurons and enhanced glia, consistent with the phenotype from the electroporation-mediated loss of *Foxg1*. This result is similar to that in Figure 1. (**B, C**) hGCE *Foxg1^lox/lox^; Ai9* (tamoxifen at E15.5, harvested at E17.5). *Foxg1* LOF progenitors display a significant upregulation of gliogenic factor NFIA (n = 310 [hGCE*; Ai9*] and 367 [hGCE *Foxg1^lox/lox^; Ai9*] cells from N = 3 biologically independent replicates). (**D, D’**) Fluorescence-activated cell sorting (FACS) plot of the Ai9+ cells obtained from control and hGCE *Foxg1^lox/lox^; Ai9* brains (tamoxifen at E15.5, harvested at E17.5). Cells in the boxed cluster in (D’) were collected at E17.5 and purified for RNA sequencing. (**E**) Plot depicting the presence of both H3K4Me3 and H3K27Me3 (Bivalent) marks at the *Fgfr3* promoter region and the presence of a FOXG1 binding site at 26 kb upstream region of the gene. Statistical test: Mann–Whitney test. Scale bar: 50 μm*.*

We further filtered the list of genes upregulated upon loss of *Foxg1* using a strategy designed to narrow down candidates likely to drive gliogenesis. First, we examined a set of genes known to display FOXG1 occupancy at E15.5 (Cargnin et al., 2018). Second, we reasoned that cell fate transitions are driven by genes maintained in states poised for transcriptional activation or repression by displaying both epigenetic marks (Liu et al., 2017). Therefore, we analysed a dataset from E15.5 radial glial cells to identify genes that carry bivalent H3K4Me3 and H3K27Me3 marks in gene regulatory regions. Third, we obtained a list of genes enriched in cortical astrocytes (Telley et al., 2019).

The overlap of these three datasets yielded a shortlist of 19 genes representing potential FOXG1 targets that may be suppressed during neurogenesis (Figure 3B and C). Finally, we compared this multimodal analysis with the list of genes we discovered to be upregulated upon loss of *Foxg1* and identified four targets: *Col2a1, Dpysl4, Fgfr3,* and *Pax6* (Figure 3D). 

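All 4 of these genes were higher in the libraries labelled *Foxg1* LOF. *Fgfr3*, an FGF receptor, rose from 71.1 ± 8.70 CPM (SD, n = 3) to 191 ± 14.4 CPM (SD, n = 4), a log2 fold change of 1.43 (standard error 0.10, adjusted p = 2.46e-05 from edgeR's quasi-likelihood test). *Col2a1*, a collagen gene, had the largest change of the 4 and went from 19.9 ± 1.49 to 148 ± 39.2 CPM (log2 fold change 2.90, standard error 0.19, adjusted p = 1.86e-05). *Dpysl4* went from 58.4 ± 9.95 to 258 ± 21.7 CPM (log2 fold change 2.14, standard error 0.12, adjusted p = 1.08e-05). *Pax6*, a transcription factor of apical progenitors, changed least and went from 152 ± 21.8 to 284 ± 52.6 CPM (log2 fold change 0.90, standard error 0.15, adjusted p = 0.00271). For each gene every library labelled *Foxg1* LOF lay above every control library.

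*Fgfr3* lies on chromosome 5 of GRCm38 from 33721674 to 33737068 on the plus strand and overlaps the antisense gene G630022F23Rik. In the paper's list of regions with FOXG1 binding and both histone marks (Supplementary file 1), its region spans 33696398 to 33696861 on chromosome 5. The list annotates it as intergenic and places it at -25095 bases from the transcription start, and no gene of the GENCODE vM21 annotation overlaps it. The region of *Col2a1* spans 98002440 to 98002603 on chromosome 15, and that of *Dpysl4* spans 139085568 to 139087724 on chromosome 7. The list annotates both as lying in intron 1. *Col2a1* itself lies from 97975602 to 98004695 and *Dpysl4* from 139086001 to 139102704. *Pax6*, on chromosome 2 from 105668900 to 105697364 with the antisense gene Pax6os1, has 5 regions in the list, each overlapping the gene.

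That list names 534 genes, of which 449 were tested here. Of these, 57 were among the 693 genes higher in the libraries labelled *Foxg1* LOF, where 20.9 would be expected from the sizes of the lists (odds ratio 3.15, two-sided Fisher's exact test over the 14870 genes tested, p = 4.6e-12). Among the 1225 genes lower, 39 were on the list, with 37.0 expected (odds ratio 1.06, p = 0.727 by the same exact test). Fisher's test takes genes as independent, which they are not. The list of 19 genes and the list of astrocyte-enriched genes were not used here.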

The presence of *Fgfr3* in this set presented the exciting possibility that FOXG1 may function to suppress the potent progliogenic FGF signalling pathway (Dinh Duong et al., 2019) in neurogenic cortical progenitors.

In summary, we identified *Fgfr3* as a novel FOXG1 target. Upregulation of *Fgfr3* may mediate the gliogenic effects of loss of *Foxg1*. Consistent with this hypothesis, the MAPK/ERK pathway, which mediates FGF signalling, was identified as a prominent upregulated pathway in a KEGG pathway analysis of the RNA-seq data (Figure 3E). 

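Genes of MAPK signalling changed in both directions in the libraries labelled *Foxg1* LOF. A list of 263 MAPK signalling genes was fixed before the data were examined from general knowledge of the pathway, since the KEGG gene sets were not used here. Of the 242 members tested, 24 were higher and 37 were lower at an adjusted p under 0.05 (24 and 40 when adjusted over the list alone). The set as a whole was not shifted (camera, adjusted p = 0.571; adjusted p = 0.673 with an estimated correlation). With the fold cutoff of 0.58 added, 20 members were among the 693 genes higher, where 11.3 would be expected (odds ratio 1.87, two-sided Fisher's exact test, p = 0.0128), and 26 were among the 1225 genes lower, where 19.9 would be expected (odds ratio 1.35, p = 0.156 by the same exact test).

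*Dusp4*, a phosphatase that ERK signalling induces and that acts back on it, was among the members higher and rose from 99.6 to 416 CPM (log2 fold change 2.06, standard error 0.17, adjusted p = 5.09e-05 from edgeR's quasi-likelihood test), as was *Fgfr3*. Other members higher, named after their values were seen, were the receptor genes *Met* (log2 fold change 2.82), *Kit* (0.88) and *Ntrk2* (0.65) and the kinase gene *Map3k1* (1.17). The 3 members with the largest absolute change were lower: *Csf1r* (log2 fold change -3.83), *Rac2* (-3.32) and *Cd14* (-3.18), which are known from microglia and other immune cells. Of the 26 members lower, 5 belong to the microglia, endothelial or pericyte and meningeal fibroblast lists, as does none of the 20 members higher.

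The excess among the genes higher depended on the cutoff and on the list. Leaving out each replicate in turn, the odds ratio ranged from 1.78 to 2.04, and its highest value under any alternative was 2.36. With no fold change cutoff the odds ratio was 0.98 (exact p = 1.00), with glmTreat it was 1.94 (exact p = 0.0601), and without ligands and receptors in the list it was 1.54 (exact p = 0.158).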

Activation of this pathway results in the phosphorylation of ERK1/2 and its translocation to the nucleus to regulate the downstream targets of FGFR activation (Lavoie et al., 2020). To assess whether the loss of *Foxg1* indeed has functional consequences on Fgf signalling, we examined FGFR3 and nuclear phospho-ERK1/2 levels in control and *Foxg1* mutant cortical progenitors. Loss of *Foxg1* at E15.5 led to an increase in FGFR3 labelling and nuclear localisation of phospho-ERK1/2 by E17.5 (Figure 3F–H). We quantified nuclear FOXG1 levels in wild-type apical progenitors. We found a significant decrease from E15.5 to E18.5, consistent with previous findings (Falcone et al., 2019), suggesting an endogenous mechanism for *Fgfr3* upregulation with the initiation of gliogenesis (Figure 1—figure supplement 1).

These results demonstrate that FOXG1 suppresses *Fgfr3* gene expression and the MAPK/ERK pathway, and loss of *Foxg1* results in an enhancement of this pro-gliogenic pathway. 

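Among transcripts that FGF and ERK signalling are known to induce, a few changed and most did not pass the test. Of 20 FGF-ERK response genes tested, 4 were higher and 2 were lower in the libraries labelled *Foxg1* LOF (4 and 3 when adjusted over the list alone), and the set was not shifted (camera, adjusted p = 0.868). *Spry1*, an inhibitor of receptor signalling, went from 9.32 to 20.1 CPM (log2 fold change 1.11, standard error 0.19, adjusted p = 0.00309 from edgeR's quasi-likelihood test). *Ier3* had a log2 fold change of 1.01 (adjusted p = 0.0226), which rose to an adjusted p of 0.0843 without control replicate 2 and 0.0996 without control replicate 3. The other members higher were *Dusp4* and *Etv4*, and those lower were *Etv1* and *Myc*, with *Etv4*, *Etv1* and *Myc*, and also *Dusp6*, *Fgfr1* and *Fgfr2*, named after their values were seen. *Dusp6*, often used as a readout of FGF signalling, had a log2 fold change of -0.09 (standard error 0.20, adjusted p = 0.809). Among 15 FGF receptors and co-factors, *Fgfr3* was the only member higher, and *Fgfbp3* (log2 fold change -0.74), *Frs3* (-0.53) and *Fgfr2* (-0.33) were lower (the same counts when adjusted over the list alone). The calls of *Fgfbp3* and *Frs3* ended without control replicate 1 (adjusted p = 0.130 and 0.0815), without control replicate 2 (0.116 and 0.0719) and without LOF replicate 1 (0.0758 and 0.0582), and that of *Fgfbp3* also without LOF replicate 4 (0.0783). *Fgfr1* had a log2 fold change of 0.00 (standard error 0.09, adjusted p = 0.991). Of 11 FGF ligands tested, *Fgf11* was higher (log2 fold change 0.59, adjusted p = 0.00902) and none was lower (2 and 3 when adjusted over the list alone). The paper concludes that FOXG1 suppresses *Fgfr3* expression and the MAPK/ERK pathway. It draws on the rise of *Fgfr3*, FOXG1 binding near that gene, the KEGG result and the labelling of FGFR3 and nuclear phospho-ERK1/2 (Figure 3B–H).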

The decline in nuclear FOXG1 by E18.5 suggests an endogenous mechanism for the transition of neurogenesis to gliogenesis in apical progenitors.

### *Foxg1* overexpression cell-autonomously suppresses FGF-induced astrogliogenesis

Exogenous FGF8 is known to have potent progliogenic effects in the neocortex Dinh Duong et al., 2019, which our results recapitulated (Figure 4A and B). As expected, electroporation at E15.5 of a control construct encoding EGFP did not impede neurogenesis. In wild-type mice, 100% of the electroporated GFP+ cells were NEUN+ and occupied the superficial layers of the neocortex by P7 (Figure 4A). Similar to the findings of Dinh Duong et al., 2019, co-electroporation of constructs encoding *Fgf8+Egfp* induced premature gliogenesis, resulting in 85% of the GFP+ cells displaying astrocytic morphologies and glial marker SOX9 (Figure 4B). *Foxg1* overexpression alone did not affect neurogenesis but gave rise to neurons, some of which occupied the superficial layer and some displayed migration deficits, as previously shown (Miyoshi and Fishell, 2012; Figure 4C). Note that this experiment did not use the intrinsic *Rosa26^FRT-GFP^* reporter. Electroporation-based introduction of GFP is expected to dilute with continued progenitor proliferation. Therefore, the control brains displayed GFP in neurons that were born at E15.5, and not in glia that arose subsequently from the same progenitors.

**Figure 4.**
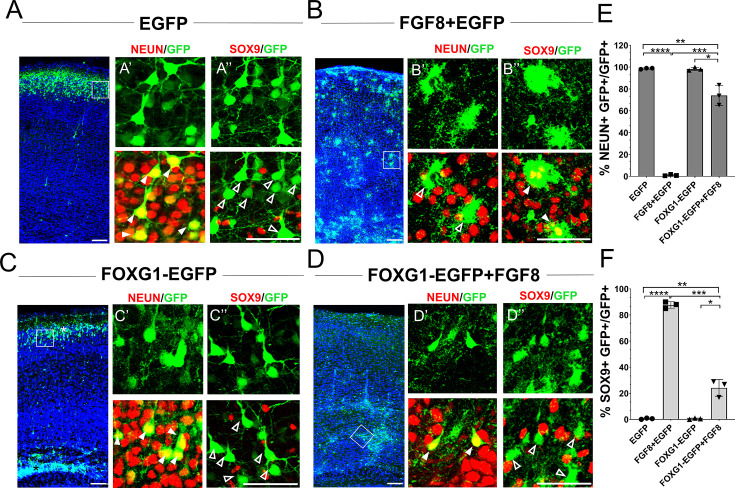
*Foxg1* suppresses FGF-induced gliogenesis. (A–D) In-utero electroporations were performed in wild-type embryos at E15.5, and the brains were analysed at P7. (**A**) GFP electroporation labels LII/III cells that are NEUN+ (arrowheads) and SOX9**–** (open arrowheads). (**B**) Overexpression of *Fgf8* leads to premature gliogenesis, and the GFP+ cells are NEUN**–** (open arrowheads) and SOX9+ (arrowheads). (**C**) Overexpression of *Foxg1* produced NEUN+ (arrowheads) and SOX9**–** (open arrowheads) neurons, some of which displayed delayed migration (black asterisk), and others migrated to the cortical plate (white asterisk), as shown in Miyoshi and Fishell, 2012. (**D**) Overexpression of *Foxg1* together with FGF8 partially rescued neuronal fate such that GFP+ cells also displayed NEUN (arrowheads) but not SOX9 (open arrowheads). In (A–D), the boxes in the leftmost low-magnification panels indicate approximate regions shown in the adjacent high-magnification panels. (**E**) Quantifications of GFP+ cells that are also NEUN+ in each condition: 98.6% (GFP); 1.8% (*Fgf8*); 98.3% (*Foxg1*); 74.1% (*Foxg1+Fgf8*). (**F**) Quantifications of GFP+ cells that are also SOX9+ in each condition: 0% (*Egfp*); 87.7% (*Fgf8+Egfp*); 0% (*Foxg1-Egfp*); 24.2% (*Foxg1-Egfp+Fgf8*). n = 2,123 (*Egfp*), 1643 (*Fgf8+Egfp),* 1357 (*Foxg1-Egfp*), 1924 (*Foxg1-Egfp+Fgf8*) cells each from N = 3 brains (biologically independent replicates). Statistical test: two-way ANOVA with Tukey’s correction. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. All scale bars: 50 μm*.*

In summary, FOXG1 is sufficient to cell-autonomously suppress the pro-gliogenic effects of FGF8, establishing it as a regulator of FGF signalling within cortical progenitors.

### Postmitotic neuron-specific loss of *Foxg1* leads to premature gliogenesis in cortical progenitors

Postmitotic neurons provide ‘feedback instruction’ to progenitors via cues that modulate the cell types that arise subsequently (Seuntjens et al., 2009; Barnabé-Heider et al., 2005). We examined a publicly available transcriptomic dataset from CUX2+ upper-layer neurons isolated at stages from E18.5 to P48 (Yuan et al., 2022) and discovered that Fgf family members *Fgf9, Fgf10,* and *Fgf18* mRNA levels peaked in the first postnatal week and dropped thereafter, consistent with the temporal profile of astrogliogenesis in the cortex (Figure 5—figure supplement 1A and B; Thompson et al., 2014). Since *Foxg1* is expressed in postmitotic neurons (Hou et al., 2020; Dastidar et al., 2011), we tested whether it may play a role in regulating gliogenic factors secreted by these cells. We used postmitotic neuron-specific *NexCre* to disrupt *Foxg1* and examined these brains at birth (Figure 5—figure supplement 1C and D). We found a significant increase in the levels of gliogenic factor SOX9 in the ventricular zone progenitors and an increased number of SOX9+ cells in the mantle compared to that in control brains, indicating a non-autonomous effect of neuron-specific loss of *Foxg1* on progenitors (Figure 5A–D). Consistent with enhanced gliogenesis, there was an apparent increase in astrocyte marker ALDH1L1+ cells in the entire cortical plate (Figure 5—figure supplement 1E).

**Figure 5.**
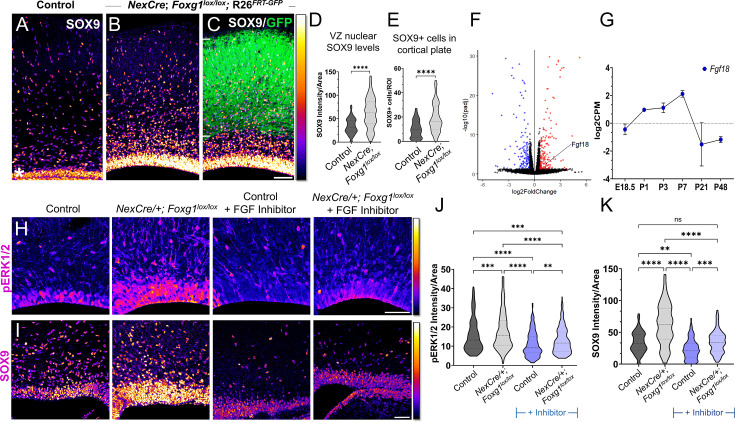
Postmitotic neuron *Foxg1* loss-of-function (LOF) leads to premature gliogenesis and upregulation of the MAPK pathway. (**A**) SOX9 staining in the control P0 cortex identifies gliogenic progenitors at the ventricular zone (VZ, white asterisk) and scattered cells throughout the cortical plate. (**B–D**) *NexCre*-driven loss of *Foxg1* is specific to postmitotic neurons, as seen by GFP reporter expression (**C**, white bars) and causes a non-autonomous upregulation of nuclear SOX9 in the VZ progenitors and an increase in the numbers of SOX9+ cells cortical plate (**B**; quantifications: **D**, **E**). (B) and (C) are images of the same section showing SOX9 alone (**B**) and together with the GFP reporter (**C**). (**F**) Transcriptomic analysis of cortical plate tissue from control and *NexCre/+; Foxg1^lox/lox^; Rosa26^FRT-GFP^* reveals a significant upregulation of *Fgf18* upon loss of *Foxg1.* (**G**) *Fgf18* expression in CUX2+ upper-layer cells peaks at P7, as seen in the RNA seq dataset from Yuan et al., 2022. (**H**) Examination at E18.5 reveals increased levels of phosphorylated p42/44-ERK1/2 (pERK1/2) within the VZ of *NexCre/+; Foxg1^lox/lox^* brains, indicative of enhanced FGF signalling. This upregulation of pERK1/2 is reversed upon treatment with the FGF Inhibitor NVP-BGJ398 (H; quantifications: J). (**I**) In sections from the same brains, levels of SOX9 within the VZ are increased upon postmitotic loss of *Foxg1*, and this is restored to baseline levels upon administration of the inhibitor. (I; quantifications: K). Quantifications of pERK1/2 in each condition: 233 (Control); 248 (*NexCre/+; Foxg1^lox/lox^*); 207 (Control+ NVP-BGJ398); 223 (*NexCre/+; Foxg1^lox/lox^*+NVP-BGJ398) cells from N = 2 brains (biological replicates from two independent experiments). Quantifications of SOX9 levels in each condition: 233 (Control); 234 (*NexCre/+; Foxg1^lox/lox^*); 228 (Control+ NVP-BGJ398); 205 (*NexCre/+; Foxg1^lox/lox^*+NVP-BGJ398) cells from N = 3 brains (biological replicates from two independent experiments). Statistical test: Mann–Whitney test (**D, E**); two-way ANOVA with Tukey’s correction (**J, K**). *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. All scale bars: 50 μm*.*

**Figure 5—figure supplement 1.**
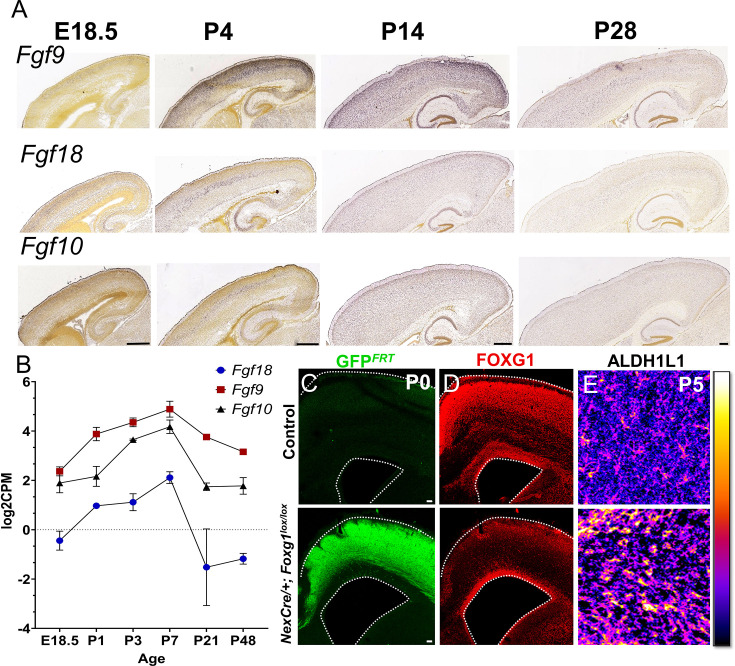
Postmitotic neuron-specific role of FOXG1 in regulating FGF signalling. (**A, B**) Expression of FGF ligands such as *Fgf9, Fgf10*, and *Fgf18* peaks in the first postnatal week and declines thereafter as seen in Allen Brain Atlas in situ hybridisation data (**A**; Thompson et al., 2014 and RNA-Seq data from Yuan et al., 2022). (**C–E**) Deletion of *Foxg1* using *NexCre* results in a reduction of FOXG1 protein expression specifically within the cortical plate (**C, D**) and an apparent increase in ALDH1L1 staining within the cortical plate (**E**).

To identify potential gliogenic molecules regulated by FOXG1 in postmitotic neurons, we performed transcriptomic analysis on cortical plate tissue isolated from control and *NexCre-*driven *Foxg1* LOF brains at birth and examined genes encoding secreted factors (Figure 5E, Supplementary file 2). 

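The second RNA-seq experiment covers cortical plate tissue of 4 control and 4 *NexCre* *Foxg1* LOF samples, where NexCre recombines in postmitotic excitatory neurons. *Foxg1* was counted at 271 ± 12.7 CPM (SD, n = 4) in the controls and at 298 ± 35.5 CPM (SD, n = 4) in the samples labelled *Foxg1* LOF. This is a log2 fold change of 0.14 (standard error 0.10, adjusted p = 0.300 from edgeR's quasi-likelihood test), with a 95% interval of -0.08 to 0.35. Without LOF replicate 1, whose *Foxg1* level was the lowest at 245 CPM, it was 0.21 (adjusted p = 0.0370). The count covers the whole gene, including any transcript of the recombined allele, and the paper reports less FOXG1 protein in the cortical plate with this driver (Figure 5—figure supplement 1C and D). The mutant group is named by its label here too.

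The sample labels give the age as postnatal day 1, and the paper as birth. The paper's checklist gives 3 to 4 biological replicates per genetic condition for the study as a whole and does not say whether each sample here is a separate animal, so the p-values measure the spread between these samples. The authors deposited raw counts for this experiment as well, with 55353 rows, of which 26 had names that had become dates. Those 26 rows, holding 0.258% to 0.299% of the counts of each library, were left out. The counts sum to 19123055 to 34768006 per control library (median 21370164.5) and 15913504 to 20164655 per library labelled *Foxg1* LOF (median 18563230.5). After the low-count filter 17326 genes were tested, in the same way as for the sorted progenitors. On counts simulated for this comparison with 17065 genes, 73 of 100 genes changed by 1 on the log2 scale were recovered, and 96 of 100 changed by 2. Here too the changed genes had a mean above 1 CPM.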

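Across the cortical plate tissue, genes of upper-layer neurons were mostly lower and genes of neurogenic progenitors were mostly higher in the samples labelled *Foxg1* LOF. Gliogenic factors and astrocyte markers were shifted upwards as sets with camera's preset correlation and not with an estimated one. At an adjusted p under 0.05 and an absolute log2 fold change above 0.58, 1818 genes were higher and 1823 were lower, and glmTreat against that fold called 786 and 918. Of 17 upper-layer neuron genes, 14 were lower and 1 was higher (the same when adjusted over the list alone), with a median log2 fold change of -1.96 (camera, adjusted p = 1.87e-42; adjusted p = 0.000915 with an estimated correlation). *Lpl*, which encodes lipoprotein lipase, fell from 342 ± 27.0 CPM (SD, n = 4) to 3.07 ± 1.25 CPM (SD, n = 4), a log2 fold change of -6.82 (standard error 0.23, adjusted p = 3.00e-08 from edgeR's quasi-likelihood test). *Pou3f1* fell from 262 ± 19.9 to 3.64 ± 0.77 CPM (log2 fold change -6.16), and *Inhba*, which encodes an activin subunit, had a log2 fold change of -4.26. Of 24 pan-neuronal genes, 11 were lower and 2 were higher (13 and 2 when adjusted over the list alone; camera, adjusted p = 3.21e-06; adjusted p = 0.112 with an estimated correlation). *Syt4* (log2 fold change -3.22), *Nefl* (-2.17) and *Nefm* (-2.02) were lowest. *Rbfox3* had a log2 fold change of -1.37. The 16 deep-layer and subplate genes split, with 6 higher and 6 lower (6 and 7 when adjusted over the list alone): *Zfpm2* had a log2 fold change of 3.94 and *Sox5* of -3.06.

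Of 17 intermediate progenitor and neurogenic genes tested, 11 were higher and none was lower (the same when adjusted over the list alone; camera, adjusted p = 3.62e-10; adjusted p = 0.0294 with an estimated correlation), led by *Insm1* (log2 fold change 3.17), *Neurod1* (2.96) and *Rnd2* (2.24). Of 25 gliogenic factors, 13 were higher and 4 were lower (14 and 4 when adjusted over the list alone; camera, adjusted p = 1.73e-05; adjusted p = 0.148 with an estimated correlation). *Id4* rose from 27.4 to 601 CPM (log2 fold change 4.46) and *Nfia* from 70.1 to 408 CPM (2.54), and *Olig3* had 0 to 2 counts per control library and 180 to 419 per library labelled *Foxg1* LOF. Of 24 astrocyte markers, 9 were higher and none was lower (the same when adjusted over the list alone; camera, adjusted p = 0.0215; adjusted p = 0.338 with an estimated correlation). *Gfap*, the intermediate filament of astrocytes, rose from 37.1 to 108 CPM (log2 fold change 1.53), and *Ntsr2* had a log2 fold change of 1.76.

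In the same tissue 15 of 18 microglia genes were higher and none was lower (17 higher when adjusted over the list alone), with a median of 1.38 (camera, adjusted p = 3.25e-08; adjusted p = 0.148 with an estimated correlation). Of 17 endothelial genes, 16 were lower and none was higher (the same when adjusted over the list alone), with a median of -0.86 (camera, adjusted p = 1.73e-05; adjusted p = 0.195 with an estimated correlation). Among abundant genes with no overlap between the groups, the largest increases were those of *Irs4* (log2 fold change 8.56), *Rmst* (7.19), *Mgam* (7.10), *Ebf1* (5.39) and *Cemip* (5.29). *Irs4* had 1 to 7 counts per control library and 1103 to 1400 per library labelled *Foxg1* LOF.

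**Figure D3:**
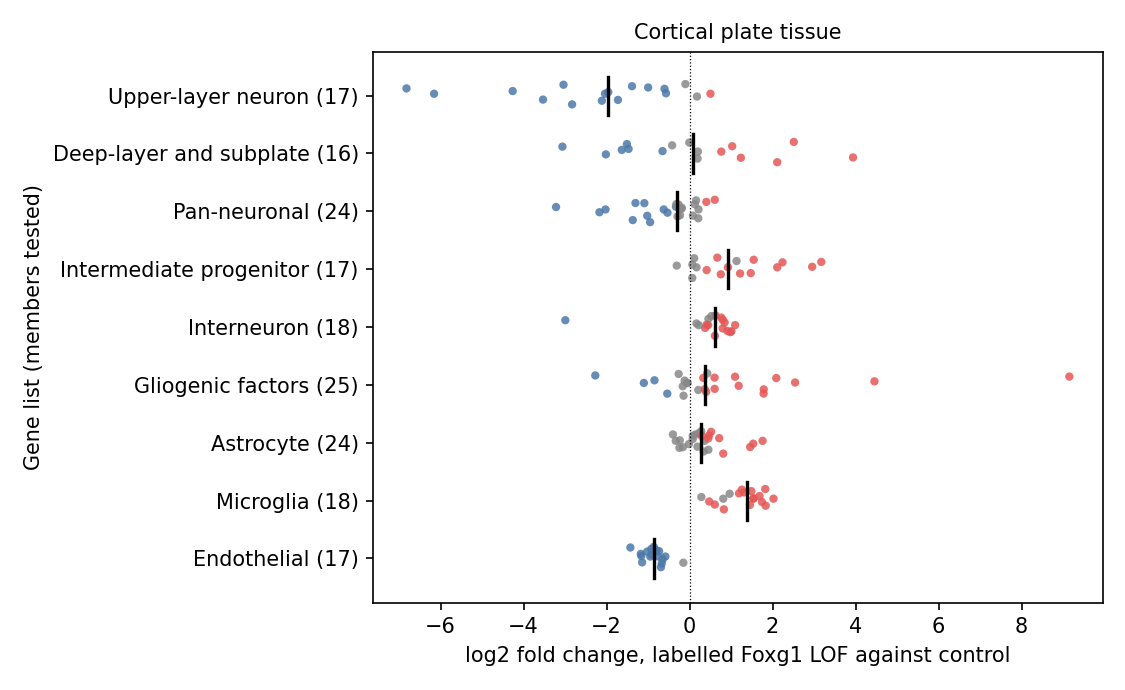
Log2 fold changes of the members of 9 gene lists in cortical plate tissue, with 1 point per tested gene, coloured red (higher) or blue (lower) at an adjusted p under 0.05 and grey otherwise, and a black line at each list's median. Upper-layer neuron genes lie furthest to the left (median -1.96) and microglia genes furthest to the right (median 1.38).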

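Of 12 FGF ligands tested in the cortical plate tissue, 2 were higher and 3 were lower in the samples labelled *Foxg1* LOF (2 and 4 when adjusted over the list alone). *Fgf18* had the largest change of the ligands and rose from 1.62 ± 0.90 CPM (SD, n = 4) to 4.03 ± 1.39 CPM (SD, n = 4). This is a fold change of 2.52, or 1.33 on the log2 scale (standard error 0.37, adjusted p = 0.0178 from edgeR's quasi-likelihood test), and every sample labelled *Foxg1* LOF lay above every control. *Fgf18* was a low transcript, with 19 to 61 counts per control library and 51 to 126 per library labelled *Foxg1* LOF. Without control replicate 3 the log2 fold change was 1.13 (adjusted p = 0.0510). LOF replicate 1 stood above the rest of its group at 6.10 CPM, the others lying between 3.14 and 3.55.

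*Fgf9* fell from 5.36 ± 1.25 to 2.85 ± 0.71 CPM (log2 fold change -0.90, standard error 0.23, adjusted p = 0.0126), with no overlap between the groups. *Fgf10* stood at 6.86 ± 1.90 and 8.33 ± 1.57 CPM, and its log2 fold change of 0.29 (standard error 0.21, adjusted p = 0.33) was within the spread between samples. *Fgf11* was lower (log2 fold change -0.58, adjusted p = 0.00663). The other 2 ligands that passed the test, named after their values were seen, were *Fgf13* (log2 fold change 0.41) and *Fgf12* (-0.50). The set as a whole was not shifted (camera, adjusted p = 0.814).

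*Fgf18* lies on chromosome 11 of GRCm38 from 33117430 to 33147400. *Fgf9* lies on chromosome 14 from 58070547 to 58112720 and overlaps the antisense gene Gm17109, and *Fgf10* lies on chromosome 13 from 118669791 to 118792115 and overlaps the antisense gene Gm16263.

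**Figure D4:**
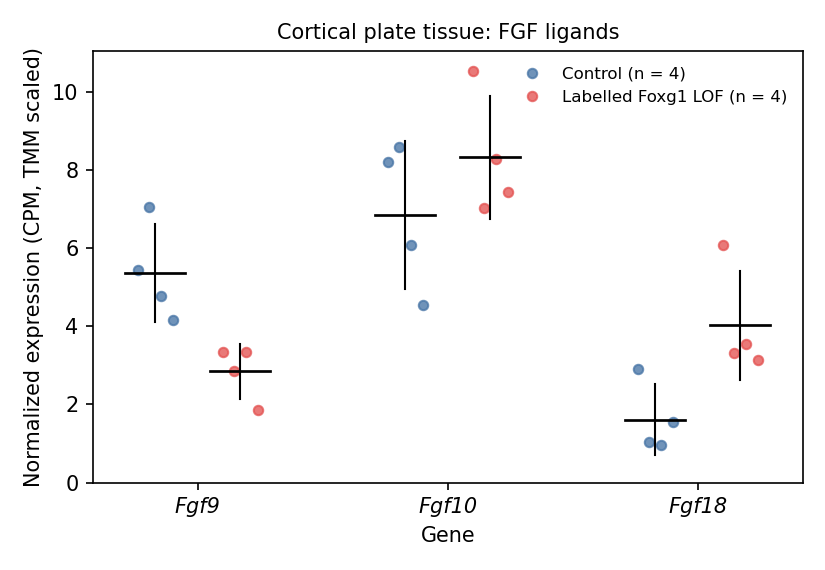
Normalized expression (CPM) of *Fgf9*, *Fgf10* and *Fgf18* in cortical plate tissue, with 1 point per library, a line at the mean and a bar of 1 SD for 4 control and 4 *Foxg1* LOF-labelled libraries. The groups lie apart for *Fgf9* and *Fgf18* and overlap for *Fgf10*.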

In the Fgf family, *Fgf9* transcripts decreased, *Fgf10* displayed no change, whereas *Fgf18* displayed a 2.5-fold increase (Figure 5E). This ligand has been well characterised to be preferentially expressed in neurons in the postnatal rodent brain (Hoshikawa et al., 2002), displays peak expression in CUX2+ cells in the first postnatal week (Figure 5—figure supplement 1B), and is in the same family as FGF8, which is used to induce gliogenesis (Dinh Duong et al., 2019). We examined nuclear-phosphorylated p42/44-ERK1/2, indicative of FGF signalling and found it to display increased nuclear localisation specifically in the ventricular zone of *NexCre/+; Foxg1^lox/lox^* brains (Figure 5H). This indicates a net increase in FGF signalling experienced by the progenitors.

To further confirm whether this enhanced gliogenesis upon postmitotic neuron-specific loss of *Foxg1* is indeed via an increase in FGF signalling, we used a pharmacological inhibitor NVP-BGJ398 (infigratinib) that blocks activation of FGFR1/2/3 (Guagnano et al., 2011). Dams bearing control and *NexCre/+; Foxg1^lox/lox^* embryos were administered this inhibitor intraperitoneally from E14.5 to E17.5, and the brains corresponding to each condition were examined at E18.5 for nuclear pERK1/2 levels. In the presence of this inhibitor, nuclear pERK1/2 levels in control VZ cells were reduced compared with untreated embryos, indicating the drug had the predicted effect of abrogating endogenous FGF signalling. Moreover, the increase in nuclear pERK1/2 levels in VZ progenitors in *NexCre/+; Foxg1^lox/lox^* was no longer seen in the presence of the inhibitor (Figure 5H and J). We also examined nuclear SOX9 levels in each condition and found that these paralleled the findings from the FGF inhibitor experiments (Figure 5I and K).

Together, these data indicate that FOXG1 regulates signals from postmitotic neurons that non-autonomously trigger a transition to gliogenesis via the FGF-ERK pathway in the progenitors residing in the ventricular zone.

### Attenuation of FGF signalling does not restore neurogenesis in *Foxg1* mutant progenitors but causes premature oligogenesis

Loss of *Foxg1* appears to promote astrogliogenesis via two distinct functions: enhancing FGFR3 expression in progenitors and increasing expression of *Fgf18* in postmitotic neurons. 

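The 2 RNA-seq experiments differed for both genes. *Fgfr3*, higher in the sorted progenitors, had a log2 fold change of 0.04 (adjusted p = 0.867 from edgeR's quasi-likelihood test) in cortical plate tissue. *Fgf18*, higher in cortical plate tissue, had one of -0.42 (adjusted p = 0.376) in the sorted progenitors. In a joint fit of the 4 groups, the change in progenitors minus that in cortical plate tissue was 1.39 for *Fgfr3* (standard error 0.18, adjusted p = 1.94e-05) and -1.75 for *Fgf18* (standard error 0.52, adjusted p = 0.0183). *Nfia* rose in both, by 1.10 less on the log2 scale in progenitors (difference -1.10, adjusted p = 0.0203). The experiments also differ in age, tissue, Cre driver and sort, and the test does not separate these. The paper proposes that loss of *Foxg1* promotes astrogliogenesis in both ways, by *Fgfr3* in progenitors and by *Fgf18* in neurons. Beside these RNA increases, that of *Fgf18* measured in tissue, it draws on labelling of FGFR3 and nuclear phospho-ERK1/2 (Figure 3F–H). It also used an FGFR inhibitor, with which the rise of nuclear phospho-ERK1/2 and SOX9 in the ventricular zone of *NexCre* mutants was lost (Figure 5H–K).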

We, therefore, tested whether reducing the available FGF ligands may be sufficient to restore neurogenesis in *Foxg1* LOF progenitors. We used a construct encoding soluble FGFR3 chelator (sFgfr3c), which has been effectively used by other studies to sequester and limit the availability of FGFs using in utero electroporation (Dinh Duong et al., 2019; Fukuchi-Shimogori and Grove, 2001).

As before (Figure 1), embryos were electroporated at E15.5, and the brains were harvested at P14 and examined for glial markers either common to glial precursor cells (OLIG2) or exclusive to either OPCs (PDGFRA) or astrocytes (ALDH1L1). For two of the conditions, control (Cre electroporation in *Foxg1^lox/+^*) and *Foxg1* LOF alone (Cre electroporation in *Foxg1^lox/lox^*), brains from the same set of experiments presented in Figure 1 were used from which additional sections were examined for OLIG2 and PDGFRA (Figure 6A and B). In controls, the majority of GFP+ cells were neurons that did not express any glial marker (Figures 1, 6A and D). Neurogenesis was significantly reduced upon loss of *Foxg1* alone, and there was a corresponding increase in both types of glia (Figure 6B and D). For the new experimental condition, which involves a combined loss of *Foxg1* and abrogation of FGF signalling, we co-electroporated *Cre* with sFgfr3c into *Foxg1^lox/lox^* embryos. Strikingly, this condition did not restore neurogenesis but instead shifted the cell fate towards OLIG2+, PDGFRA+, and ALDH1L1**^—^** OPCs (Figure 6C and D) Conversely, neurogenesis was enhanced at the expense of gliogenesis when *Cre* and sFgfr3c were electroporated in *Foxg1^lox/+^; Rosa26^FRT-GFP^* (Control) embryos (Figure 6—figure supplement 1), consistent with previous reports of sFgfr3c overexpression in wild-type brains (Dinh Duong et al., 2019). To verify the functional consequences of FGF signalling, we quantified nuclear phospho-ERK1/2 levels in the different conditions 1 day after electroporation, when the process of cell fate decision would be underway in progenitors. Loss of *Foxg1* at E15.5 led to an increase in nuclear localisation of phospho-ERK1/2 by E16.5, and this effect was abrogated by co-electroporation of sFgfr3c (Figure 6—figure supplement 2).

**Figure 6.**
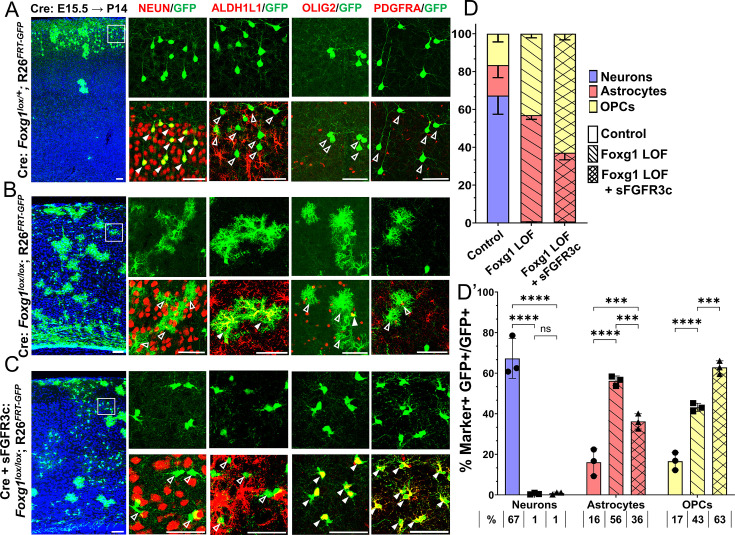
*Foxg1-Fgf* double loss-of-function (LOF) leads to premature oligogenesis. (A–C) Cre electroporation at E15.5 in control (A, *Foxg1*^lox/+^; *Rosa26^FRT-GFP^*) and *Foxg1* LOF (B, *Foxg1*^lox/lox^; *Rosa26^FRT-GFP^*) embryos, followed by analysis at P14. GFP+ cells in control brains do not colocalise with ALDH1L1, OLIG2, and PDGFRA staining (**A**), whereas most GFP+ cells in *Foxg1* LOF brains display these markers (**B**). Co-electroporation of *Cre* together with a construct encoding soluble FGFR3c (an FGF-chelator) in *Foxg1^lox/lox^; Rosa26^FRT-GFP^* causes a significant increase in the co-localisation of GFP+ cells with oligodendrocyte precursor cells (OPCs) markers such as OLIG2 and PDGFRA (**C**). In each row (A–C), the boxes in the leftmost low magnification panels indicate approximate regions from the same section or serial sections shown in the adjacent high magnification panels. A quantitative analysis reveals a drastic reduction of upper-layer neurogenesis at the expense of gliogenesis (astrocytes + OPCs) upon loss of *Foxg1* and an additional increase in the percentage of OPCs with the additional abrogation of FGF signalling (**D, D’**). n = 4069 (Control), 3970 (*Foxg1* LOF), 3332 (*Foxg1* LOF+sFgfr3c) from N = 3 brains (biologically independent replicates). Statistical test: two-way ANOVA.with Tukey’s correction *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. All scale bars: 50 μm*.*

**Figure 6—figure supplement 1.**
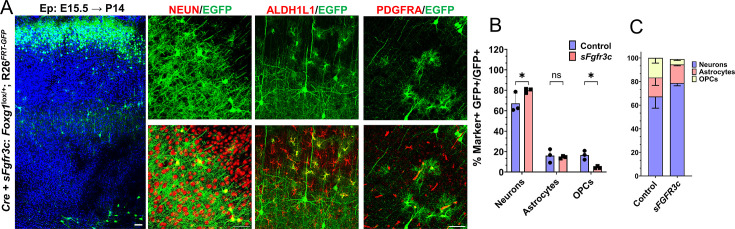
*sFgfr3c* overexpression at E15.5 in *Rosa26^FRT-GFP^* background leads to prolonged neurogenesis. (**A–C**) *sFgfr3c+Cre* electroporation at E15.5 in Control (A, *Foxg1*^lox/+^; *Rosa26^FRT-GFP^*) embryos, followed by analysis at P14 (**A**). 79.9% of GFP+ cells colocalise with NEUN, compared to 67.3% in Controls. 14.55% of GFP+ cells colocalise with ALDH1L1 compared to 16% in Controls. 3.9% of cells colocalise with PDGFRA compared to 17% in Controls (**B, C**). n = 2000 cells from N = 3 biologically independent experiments. Statistical analysis: Student’s *t*-test. Scale bars: 50 μm*.*

**Figure 6—figure supplement 2.**
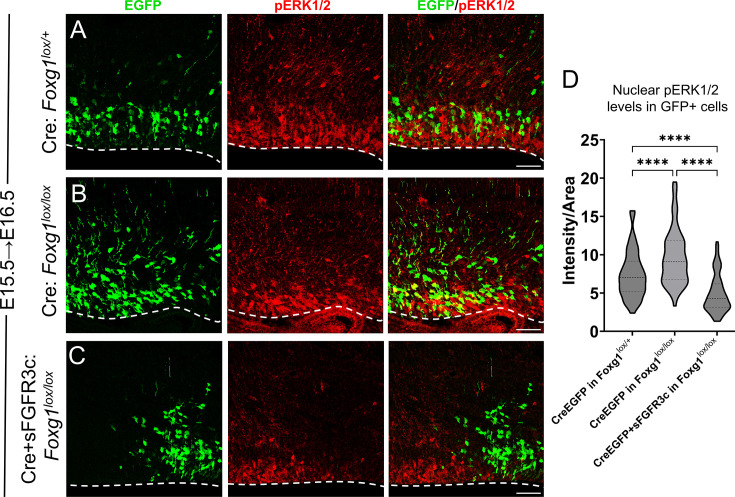
FGF signalling is modulated upon induction of sFGFR3c in E15.5 progenitors. (**A–D**) Quantification of pERK1/2 levels in E15.5 progenitors examined at E16.5, 1 day post-electroporation, under different conditions: (**A, B**) Electroporation of Cre in *Foxg1^lox/lox^* embryos (**B**) at E15.5 results in elevated pERK1/2 levels compared to controls (**A**). This increase is significantly attenuated upon electroporation of Cre+sFGFR3c in *Foxg1^lox/lox^* progenitors (**C**). The intensity quantification is represented in (D). n = 500 cells per condition from N = 2 biologically independent experiments. Statistical analysis: two-way ANOVA with Tukey’s correction. Scale bars: 50 μm*.*

**Figure 6—figure supplement 3.**
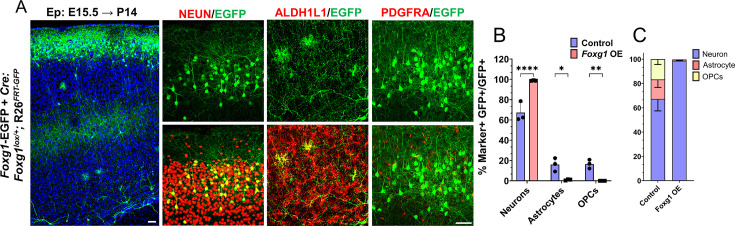
*Foxg1* overexpression at E15.5 in *Rosa26^FRT-GFP^* background leads to prolonged neurogenesis. (**A–C**) *Foxg1-Egfp+Cre* electroporation at E15.5 in Control (A, *Foxg1*^lox/+^; *Rosa26^FRT-GFP^*) embryos, followed by analysis at P14 (**A**). 98% of GFP+ cells colocalise with NEUN, compared to 67.3% in Controls. 2% of GFP+ cells colocalise with ALDH1L1 compared to 16% in Controls. 0% of cells colocalise with PDGFRA compared to 17% in Controls (**B, C**). n = 2000 cells from N = 3 biologically independent experiments. Statistical analysis: Student’s *t*-test. Scale bars: 50 μm*.*

These results indicate that upper-layer neurogenesis can neither proceed normally nor be restored by abrogating FGF signalling in the absence of FOXG1. Instead, the progenitors display a premature progression to an OPC fate, which appears to be a permissive cell fate in the context of the combined loss/decrease of FOXG1 and FGF signalling, respectively.

We tested the effects of prolonged *Foxg1* expression on progenitor gliogenic potential. We performed *Foxg1* overexpression using the *Rosa26^FRT-GFP^* background to examine the lineage arising from E15.5 progenitors scored at P14. We co-electroporated a *Foxg1* full-length construct together with *Cre* in control *Foxg1^lox/+^; Rosa26^FRT-GFP^* embryos at E15.5. This overexpression led to an increase in the neurons produced by E15.5 progenitors to 98% compared with 67% in controls (Figure 6—figure supplement 3). This suggests that a prolonged *Foxg1* expression extends the ability of progenitors to produce neurons at the expense of glia. This is consistent with the established role of FOXG1 as a neurogenic factor (Falcone et al., 2019).

In summary, the results uncover a fundamental role of FOXG1 in regulating the transition of cortical progenitors from neurogenesis to gliogenesis and also highlight that upper-layer neurogenesis is not possible in the absence of this critical factor.

## Discussion

Cell-type diversity arises due to genetic mechanisms that regulate how progenitors give rise to cells with unique identities. In the nervous system, neurons, astrocytes, and oligodendrocytes have distinct functions, and the production of the correct numbers of each of these three cell types must be carefully controlled. How these cells arise from common progenitors is one of the outstanding questions in developmental neuroscience. Progenitors regulate the cell fate of their progeny via cell-autonomous, that is, intrinsic programs, and cell non-autonomous, that is, extrinsic signalling mechanisms. Understanding how these regulatory processes are orchestrated and how the progenitor integrates these effects is crucial in elucidating how these transitions in cell fate arise. Our study reveals two novel functions of transcription factor FOXG1 in controlling both the expression of FGF family ligands in cortical neurons, as well as the sensitivity of progenitors to these FGF ligands via the expression of the receptor FGFR3. Thus, FOXG1 integrates the production and receptivity to extrinsic signals so progenitors may unfold cell-intrinsic programs to produce glia (Figure 7).

**Figure 7.**
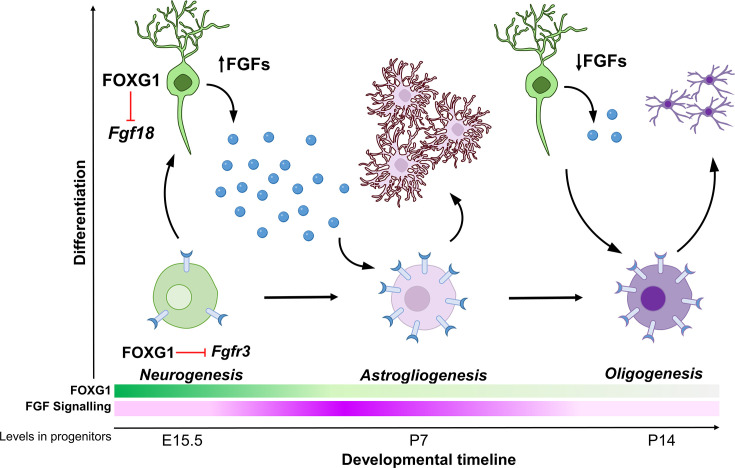
Schematic depicting the regulation of gliogenesis by FOXG1. In neurogenic progenitors, FGFR3 levels are suppressed by FOXG1. As time progresses, FOXG1 levels decrease within progenitors (expression gradient in green), and FGFR3 levels increase (expression gradient in magenta), making progenitors more sensitive to FGF signalling. Concomitantly, postmitotic neurons secrete factors, including FGF18, which is also under FOXG1 regulation. FGF signalling drives progenitors towards astrogliogenesis. Later, when both, FOXG1 and FGF levels are low, the progenitors transition to oligogenesis.

Whereas the different stages of neurogenesis have been well studied (Huilgol et al., 2023; Mukhtar and Taylor, 2018), the progression from neurogenesis to gliogenesis and through the various stages of gliogenesis has been less well understood. *Foxg1* was previously identified as a regulator of sequential neurogenesis in the neocortex via controlling the timing and order of generation of specific neuronal subtypes (Toma et al., 2014; Hou et al., 2020; Liu et al., 2022; Cargnin et al., 2018), but its endogenous role in regulating gliogenesis was not examined. The suggestion that FOXG1 may regulate the neuron-glia cell fate switch came from *Foxg1* overexpression in E12 cortical progenitors in vitro, which caused decreased gliogenesis (Falcone et al., 2019; Frisari et al., 2022). However, in these studies, *Foxg1* knockdown did not result in gliogenesis. Therefore, the endogenous role of FOXG1 could not be established (Falcone et al., 2019; Frisari et al., 2022).

We discovered a novel link between FOXG1 and FGF signalling. Cortical progenitors express *Fgfr1, r2*, and *r3* from early stages (Dinh Duong et al., 2019; Bansal et al., 2003a), and the expression levels increase during gliogenesis (Dinh Duong et al., 2019). Our work demonstrates that the timing of the cessation of neurogenesis and the subsequent emergence of glial lineages is controlled by FOXG1 in cortical progenitors in vivo. Furthermore, we identify a key target, *Fgfr3*, via which FOXG1 controls the response of the progenitor to extrinsic FGF signalling. Importantly, we find that progenitors at E14.5 as well as E15.5 produce glia upon loss of *Foxg1*. This indicates that *Foxg1* mutant progenitors do not simply accelerate to the immediate next stage of cell-type production, that is, layer II/III instead of layer 4, but undergo a switch to producing a different class, astroglia. A decrease in FOXG1 in apical progenitors (Figure 1—figure supplement 1; Falcone et al., 2019) may be an endogenous mechanism for the transition of upper-layer neurogenesis to gliogenesis in progenitors. Intriguingly, E13.5 progenitors do not progress to premature gliogenesis upon loss of *Foxg1*, consistent with the idea that progenitors transition through distinct competent states (Telley et al., 2016), an avenue that motivates future directions of inquiry.

Postmitotic neurons are known to provide cues to progenitors to initiate the production of the next wave of cells (Seuntjens et al., 2009; Barnabé-Heider et al., 2005; Hoshikawa et al., 2002). In this context, we identify an additional function of FOXG1 in regulating the expression of FGF ligands from postmitotic neurons that results in a net increase in FGF signalling experienced by progenitors. This provides an elegant mechanism for timing the onset of astrogliogenesis after upper-layer neurogenesis is complete. In vivo, *Foxg1* expression is dynamically downregulated in pyramidal neuronal precursors as they migrate in the intermediate zone (Miyoshi and Fishell, 2012), which provides a potential endogenous mechanism for the modulation of FGFs secreted by postmitotic neurons. Further investigation is needed to determine whether the regulation of *Fgf18* by FOXG1 occurs through direct transcriptional control or indirect mechanisms. Additional regulatory mechanisms within maturing postmitotic neurons that remain unidentified may also participate in such feedback signalling to progenitors.

FGF signalling has essential roles in the early patterning of the cortical primordium Fukuchi-Shimogori and Grove, 2001; Fukuchi-Shimogori and Grove, 2003; Crossley et al., 2001 and the guidance of major axon tracts in the brain (Tole et al., 2006). However, its importance during late embryonic and postnatal stages has yet to be fully explored. Recent evidence suggests that FGF signalling regulates neurogenesis and neuronal migration (Dinh Duong et al., 2019; Kon et al., 2019; Szczurkowska et al., 2016). Depletion of FGF from E15.5 progenitors leads to prolonged neurogenesis in the cortex (Dinh Duong et al., 2019). However, reducing FGF signalling in *Foxg1* mutant progenitors does not restore neurogenesis but causes a premature production of OPCs. These data indicate that FOXG1 is essential for neuronal production, and in its absence, the removal of FGF is insufficient to prolong the neurogenic programme in progenitors. Overexpression of *Foxg1*, however, does restore neurogenesis despite augmented FGF signalling, and overexpression of *Foxg1* dramatically enhances the neurogenic potential of the progenitor at the expense of gliogenesis. This establishes that FOXG1 is necessary and sufficient for neuronal fate regardless of FGF signalling levels.

A rich body of work has explored how FGF, SHH, BMP, and WNT signalling regulate the proliferation and differentiation of OPCs in vitro and in the spinal cord (McCaughey-Chapman and Connor, 2023; Manzari-Tavakoli et al., 2022; El Waly et al., 2014; Farreny et al., 2017). However, there is a lack of information on how OPCs arise from gliogenic progenitors and whether there are differences in gliogenic mechanisms between the spinal cord and cerebral cortex, given that the initial molecular context of progenitors in these two structures is vastly different (Zeisel et al., 2018; Silbereis et al., 2016).

Our data indicates that once a neocortical progenitor can no longer generate neurons due to loss of *Foxg1*, it appears to be forced into a gliogenic mode, producing astrocytes if FGF signalling is present and OPCs if FGF signalling is abrogated. Taking the results from Dinh Duong et al., 2019 and our study together, the emerging interpretation is that for FOXG1 mutant progenitors, FGF signalling seems to be critical for astrocyte production, but it does not appear to be required for oligogenesis. The enhanced oligogenesis we report may be the result of progenitors being unable to either return to neurogenesis due to the absence of *Foxg1* or to maintain astrogliogenesis due to a reduction of FGF signalling. In vivo, a decline in FGFs available to progenitors may initiate OPC production. This is consistent with a general mechanism in which the regulated secretion of the ligands from previously born cells governs the timing of generation and proliferation of later-born cells (Seuntjens et al., 2009). In the particular context of astrogliogenesis and oligogenesis, a more in-depth analysis of the affinity of FGF-FGFR binding in progenitors and specified glial cells is required to understand the fine-tuning of these processes (Bansal et al., 1996; Bansal et al., 2003b).

FOXG1 modulates the cell-intrinsic response of progenitors to cell-extrinsic FGF signalling, thereby regulating the production of neurons, astroglia, and oligodendrocytes, the three major components of brain circuitry. In parallel, FOXG1 also regulates FGF ligand expression in postmitotic neurons, which triggers gliogenesis in progenitors. In humans, either gain- or loss-of-function *Foxg1* mutations cause ‘FOXG1 syndrome’, an autism spectrum disorder (Hou et al., 2020; Hettige and Ernst, 2019; Florian et al., 2012) that results in a range of conditions that include microcephaly, seizures and may also increase the propensity for glioblastoma or myelination deficits (Hou et al., 2020). Our findings offer mechanistic insights into potentially novel deficits that may underlie aspects of Foxg1 syndrome-associated dysfunction.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus*)	*Foxg1^lox/lox^; Rosa26* ^FRT-GFP^	PMID:22726835		
Strain, strain background (*M. musculus*)	MADM-12 GT/GT	PMID:34161767		
Strain, strain background (*M. musculus*)	MADM-12 TG/TG	PMID:34161767		
Strain, strain background (*M. musculus*)	hGFAP-CreERT2	Jackson Laboratory	Strain No.: 012849	
Strain, strain background (*M. musculus*)	Ai9	Jackson Laboratory	Strain No.: 007909	
Strain, strain background (*M. musculus*)	NexCre/+ (*Neurod6*-Cre)	PMID:17146780		
Transfected construct (*M. musculus*)	pCAGG-IRES-eGFP	PMID:22726835		Gift from Prof. Gord Fishell
Transfected construct (*M. musculus*)	pCAGG-IRES-FOXG1-EGFP	PMID:22726835		Gift from Prof. Gord Fishell
Transfected construct (*M. musculus*)	pCAGG-FGF8	PMID:31175212		Gift from Prof. Hiroshi Kawasaki
Transfected construct (*M. musculus*)	pCAGG-sFGFR3c	PMID:31175212		Gift from Prof. Hiroshi Kawasaki
Antibody	Biotinylated GFP (goat polyclonal)	Abcam	Catalog number: ab6658	1:200
Antibody	NEUN (rabbit monoclonal)	Thermo Fisher Scientific	Catalog number: 702022	1:200
Antibody	ALDH1L1 (rabbit polyclonal)	Abcam	Catalog number: ab87117	1:200
Antibody	OLIG2 (rabbit polyclonal)	Merck Millipore	Catalog number: AB9610	1:200
Antibody	SOX9 (rabbit monoclonal)	Abcam	Catalog number: ab185230	1:200
Antibody	KI67 (rabbit monoclonal)	Thermo Fisher Scientific	Catalog number: MA5-14520	1:1000
Antibody	RFP (mouse monoclonal)	Thermo Fisher Scientific	Catalog number: MA5-15257	1:200
Antibody	Phospho p42/44 MAPK (rabbit monoclonal)	Cell Signaling Technology	Catalog number: 4370S	1:200
Antibody	FGFR3 (rabbit polyclonal)	Affinity Biosciences	Catalog number: AF0160	1:100
Antibody	NF1A (rabbit polyclonal)	Abcam	Catalog number: ab228897	1:500
Antibody	PAX6 (mouse monoclonal)	Thermo Fisher Scientific	Catalog number: MA1-109	1:500
Antibody	EOMES (rat monoclonal)	Thermo Fisher Scientific	Catalog number: 14-4875-82	1:200
Antibody	SOX2 (mouse monoclonal)	Thermo Fisher Scientific	Catalog number: MA1-014	1:200
Antibody	CD140a (mouse monoclonal)	BD Biosciences	Catalog number: 558774	1:500
Antibody	FOXG1 (rabbit polyclonal)	TakaraBio	Catalog number: M227	1:200
Antibody	Anti-rabbit 568 (goat polyclonal)	Thermo Fisher Scientific	Catalog number: A11011	1:200
Antibody	Streptavidin Alexa 488 Conjugate Dye	Thermo Fisher Scientific	Catalog number: S32354	1:200
Antibody	Anti-rabbit 647 (donkey polyclonal)	Thermo Fisher Scientific	Catalog number: A31573	1:200
Antibody	Anti-mouse 568 (goat polyclonal)	Thermo Fisher Scientific	Catalog number: A11004	1:200
Antibody	Anti-rat 647 (goat polyclonal)	Thermo Fisher Scientific	Catalog number: A21247	1:200
Antibody	Anti-rat 568 (goat polyclonal)	Thermo Fisher Scientific	Catalog number: A11077	1:200
Antibody	Anti-rabbit 488 (goat polyclonal)	Thermo Fisher Scientific	Catalog number: A11034	1:200
Commercial assay or kit	FlashTag	Thermo Fisher Scientific	SKU C34554	
Commercial assay or kit	HBSS without calcium/magnesium	Thermo Fisher Scientific	Catalog number: 14170112	
Commercial assay or kit	HBSS with calcium/magnesium	Thermo Fisher Scientific	Catalog number: 14025092	
Commercial assay or kit	0.25% Trypsin	Thermo Fisher Scientific Gibco	Catalog number: 15400054	
Chemical compound, drug	Corn oil	Sigma-Aldrich	Catalog number: 8267	
Chemical compound, drug	Triton-X100	Sigma-Aldrich	CAS No.: 9036-19-5	
Chemical compound, drug	Tamoxifen	Sigma-Aldrich	Catalog number:T5648	
Chemical compound, drug	NVP-BGJ398	MedChemExpress	Catalog number: HY-13311	
Software, algorithm	FastQC	Babraham Bioinformatics	Other	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/
Software, algorithm	HISAT2	PMID:31375807		
Software, algorithm	DESeq2	PMID:25516281		
Software, algorithm	Shiny GO	PMID:31882993		
Software, algorithm	SRA Toolkit	SRA Toolkit Development Team	Other	https://trace.ncbi.nlm.nih.gov/Traces/sra/sra.cgi?view=software
Software, algorithm	Bowtie2	PMID:22388286		
Software, algorithm	Homer	PMID:20513432		
Software, algorithm	BEDTools	PMID:20110278		
Software, algorithm	IGV	PMID:21221095		
Software, algorithm	Fiji	PMID:22743772		

### Mice

All procedures followed the Tata Institute of Fundamental Research Animal Ethics Committee (TIFR-IAEC) guidelines (IAEC approval no.: TIFR/IAEC/2022-3).

The *Foxg1^lox/lox^; Rosa26^FRT-GFP^* mouse line used in this study is described in Miyoshi and Fishell, 2012. MADM-12 GT/GT and MADM-12 TG/TG lines are described in Contreras et al., 2021. hGFAP-CreERT2 (Strain #:012849) and *Ai9* reporter mouse line (Strain #:007909) were obtained from Jackson Laboratory. The *NexCre/+* mouse line was obtained from Klaus Nave, Max Planck Institute for Experimental Medicine (Goebbels et al., 2006).

All animals were kept at an ambient temperature and humidity, with a 12-hour light-dark cycle and food available ad libitum. Noon of the day of the vaginal plug was designated as embryonic day 0.5 (E0.5). Both male and female animals were used for all experiments.

Primers for genotyping were (expected band sizes):

Foxg1cKO F: CCACTCCGAACCCGCTGG,
Foxg1cKO R: AGGCTGTTGATGCTGAACGA, (mutant: 190 bp, WT: 156 bp);
FRT Reporter: RCE-Rosa1: CCCAAAGTCGCTCTGAGTTGTTATC,
RCE-Rosa2: GAAGGAGCGGGAGAAATGGATATG,
RCE-Cag3: CCAGGCGGGCCATTTACCGTAAG, (WT: 550 bp, FRT: 350 bp).
MADM 12 Cassette:
Chr 12 WT F: CACTAAGCTCCACTCGCACC,
Chr 12 WT R: TCCCTCATGATGTATCCCCT,
MADM R: TCA ATG GGC GGG GGT CGT T, (WT: 322 bp, MADM Cassette: 200 bp).
Cre F: ATTTGCCTGCATTACCGGTC.
Cre R: ATCAACGTTTTCTTTTCGG (Cre: 350 bp)
NexCre Forward: GAGTCCTGGAATCAGTCTTTTTC
NexCre Reverse: AGAATGTGGAGTAGGGTGAC
NexCre Mutant Reverse: CCGCATAACCAGTGAAACAG (WT: 770 bp, NexCre: 525 bp)

### In utero electroporation

In utero electroporation was performed as previously described (Pal et al., 2021). Embryos were injected with 1–2 μL of plasmid DNA solution dissolved in nuclease-free water with 0.1% fast green with plasmid DNA into the lateral ventricle through the uterine wall using a fine glass microcapillary (Sutter capillaries #B100-75-10). Constructs pCAGG-IRES-eGFP and pCAGG-IRES-FOXG1-EGFP were gifts from Gord Fishell, Harvard Medical School. pCAGG-FGF8 and pCAGG-sFGFR3c were gifts from Hiroshi Kawasaki, Kanazawa University.

### Tissue preparation

Embryos were isolated in ice-cold PBS. Embryonic brains were dissected and fixed overnight in 4% (wt/vol) paraformaldehyde at 4°C overnight and then cryoprotected by transferring to 30% (wt/vol) sucrose-PBS until sectioning. Postnatal mice were anaesthetised using thiopentone and transcardially perfused with 4% (wt/vol) paraformaldehyde in phosphate buffer, followed by overnight fixation and then cryoprotected by transferring to 30% sucrose-PBS until sectioning. The brains were sectioned at 30 μm and 40 μm for MADM using a freezing microtome (Leica SM2000R).

### FGF inhibitor administration and analysis

We used the FGFR inhibitor NVP-BGJ398, a selective inhibitor of FGF receptors 1, 2, and 3 for blocking FGF signalling (Guagnano et al., 2011). Pregnant dams were administered NVP-BGJ398 (10 mg/kg body weight in DMSO and corn oil; MedChemExpress, Catalog number: HY-13311) or vehicle solution (corn oil) by intraperitoneal injection twice a day from E14.5 to E17.5, eight treatments in total.

### Immunohistochemistry

Brains were sectioned (30 μm), mounted on Superfrost plus glass microscope slides (Catalog number: 71869-10), and dried for 2 hours at room temperature (RT). Three washes were given for 5 minutes each (3 * 5′) in phosphate buffer. All antibodies except FGFR3 and PDGFRα required antigen retrieval at 90–95°C in 10 mM sodium citrate buffer (pH 6.0) for 10 minutes. Sections were immersed in blocking solution (5% [vol/vol] horse serum in phosphate buffer with 0.1% [vol/vol] Triton X-100 [Sigma; X100]) for 1 hour at RT. Incubation with primary antibody was performed in phosphate buffer containing 0.1% (vol/vol) Triton X-100 and 2.5% (vol/vol) horse serum at 4°C overnight. For postnatal brain sections, free-floating immunohistochemistry was performed. Sections were given three washes for 5 minutes each (3 * 5′) in phosphate buffer and then permeabilised with phosphate buffer containing 0.3% (vol/vol) Triton X-100 for 10 minutes. Blocking was done with 5% (vol/vol) horse serum in phosphate buffer with 0.3% (vol/vol) Triton X-100 for 1 hour at RT. This was followed by primary antibody treatment in phosphate buffer containing 0.3% (vol/vol) Triton X-100 and 2.5% (vol/vol) horse serum overnight at 4°C. The sections were washed in phosphate buffer, followed by the appropriate secondary antibody for 2 hours at RT.

This was followed by three washes for 5 minutes each (3 * 5′) in phosphate buffer and DAPI staining for 10 minutes, after which the sections were washed with phosphate buffer for 15 minutes (3 * 5′). The slides were then mounted with Fluoroshield (Sigma Catalog number: F6057 or F6182). Please refer to the Key Resources Table for detailed information on antibodies.

### Image acquisition and analysis

Fluorescence images were taken using an Olympus FluoView 3000 confocal microscope with FluoView software. All the image analysis was done on Fiji-ImageJ. A nonlinear operation such as gamma correction was not performed in the figures. Brightness and contrast adjustments were performed identically for control and mutant conditions. Cell counting was performed using the Cell Counter plugin in Fiji.

Intensity quantifications for Phospho-p42/44-ERK1/2 and SOX9 were done by imaging Control and mutant samples at the same laser, gain and offset settings on the Olympus FV3000 confocal microscope. Images were stacked based on one-cell thickness stacks, that is, approximately 5 μm. Intensity quantification was done by drawing regions of interest (ROIs) around the nuclei using DAPI or SOX2, followed by intensity quantification of Phospho-p42/44-ERK1/2 or SOX9 and calculating mean intensity per unit ROI.

### Histone and FOXG1 ChIP-seq analysis

FASTQ files deposited by previously published manuscripts (Liu et al., 2017; Cargnin et al., 2018) were obtained using SRA Toolkit’s fastq-dump command and aligned to mouse reference genome mm10 using Bowtie2 (Langmead and Salzberg, 2012). Peak calling and annotation were performed using Homer using default options and command style “-histone” for the H3K27Me3 and H3K4Me3 datasets. For the FOXG1 ChIP-seq analysis, peaks were called using all “-style” options and only the top 50% peaks called were considered for further analysis for all the ChIP-seq datasets. Peaks were intersected using BEDTools software Quinlan and Hall, 2010 and annotated using Homer (Heinz et al., 2010) annotatePeaks.pl function, and genome view plots were created using IGV (Robinson et al., 2011).

### Fluorescence-assisted cell sorting

*Foxg1* mutant cells were obtained by administering tamoxifen (Catalog number: T5648) prepared in corn oil (Sigma; Catalog number: 8267) to E15.5 hGFAP-CreERT2; *Foxg1^lox/lox^;* Ai9 dams, at 40 μg/g body weight dose and FACS-isolated using the Ai9 reporter at E17.5. We used FlashTag-labelled (Thermo Fisher Scientific SKU C34554) progenitors at E15.5 for controls and collected the cells at E17.5. Cortical tissue was dissected in HBSS without calcium/magnesium (Thermo Fisher Scientific Catalogue number: 14170112), and a single-cell suspension was prepared in HBSS with calcium/magnesium (Thermo Fisher Scientific Catalogue number: 14025092) using 0.25% Trysin (Thermo Fisher Scientific Gibco Catalogue number: 15400054) and 70 um cell strainer. FACS was performed using BD Aria Fusion (BD Biosciences) with the 568 and 488 lasers using an 85 μm nozzle. Singlets were selected using forward scatter and side scatter. Cells were selected for collection based on their RFP signal (Mutant) or GFP signal (Control).

### RNA seq: Sample preparation and analysis

Cells obtained from FACS were stored in RNAlater until extraction. 400,000 cells were pooled from at least two brains to obtain a biological replicate. RNA extraction and sequencing were performed on three control replicates and four *Foxg1* mutant replicate cell suspensions. 1 ug of RNA was used to obtain the cDNA library, and sequencing was performed on an Illumina platform to achieve 150  bp reads to generate 30 million paired-end reads per sample. Fastq QC was performed as described in https://www.bioinformatics.babraham.ac.uk/projects/fastqc/ and reads >30 Phred scores were aligned using HISAT2 (Kim et al., 2019). Feature counts were used to quantify the number of reads per transcript. Differential expression analysis was performed using DESeq2 (Love et al., 2014). A log2FoldChange cutoff of 0.58 and p-value <0.05 was used to identify DEGs. GO analysis was performed using Shiny GO (Ge et al., 2020). Genes described as Astrocyte-enriched were obtained from Telley et al., 2019.

## Data Availability

All RNAseq samples generated for this manuscript are deposited under PRJNA886320 and GSE253919. The following dataset was generated: BoseM SureshV TalwarI MishraU ToleS 2025Dual role of FOXG1 in regulating gliogenesis in the developing neocortex via the FGF signalling pathwayNCBI Gene Expression OmnibusGSE25391910.7554/eLife.101851PMC1190878140085500 The following previously published datasets were used: TelleyL AgirmanG PradosJ AmbergN FièvreS OberstP BartoliniG VitaliI CadilhacC HippenmeyerS NguyenL DayerA JabaudonD 2019Temporal patterning of apical progenitors and their daughter neurons in the developing neocortexNCBI Gene Expression OmnibusGSE11895310.1126/science.aav252231073041 LiuJ WuX ZhangH PfeiferGP LuQ 2017Dynamics of RNA polymerase II pausing and bivalent histone H3 methylation during neuronal differentiation in brain developmentNCBI Gene Expression OmnibusGSE9301110.1016/j.celrep.2017.07.046PMC556445928793256 CargninF KwonJ-S KatzmanS ChenB LeeJW LeeS-K 2018ChIP-seq for Foxg1 in E14-15 cortexNCBI Gene Expression OmnibusGSE96070

## Additional files

Supplementary file 1. FOXG1 occupied and differentially expressed genes in progenitors. Dataset 1 (separate file): Sheet 1: differentially expressed genes identified using DESeq2 in the *Foxg1* LOF cells vs. Control at E17.5 related to Figure 3A. 

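The table of differentially expressed genes was available here only as its first 1999 rows, of which 1327 are marked down and 672 up, so no overlap was computed on it. The authors' deposited table of the same comparison holds 25229 genes. At an absolute log2 fold change above 0.58 and an adjusted p under 0.05, the authors' deposited table gives 748 genes higher and 1327 lower. Of these, 656 and 1184 also passed the same thresholds in edgeR's quasi-likelihood test, and 0 passed with the opposite sign. For *Fgfr3* the authors' deposited table lists a log2 fold change of 1.42 and for *Nfia* one of 1.44. In the authors' deposited table 398 gene names match no gene of the count table, and each of them holds the digit 0, as when the letters na are replaced by 0. In the same table 8027 adjusted p-values are listed at exactly 0, and these were taken as missing apart from that of *Ebf3*, the gene with the smallest p here.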

Sheet 2: list intersecting regions between the FOXG1 ChIP-seq and bivalent marks H3K27me3 and H3K4me3.

Supplementary file 2. Neuron-specific *Foxg1* loss induced differentially expressed secreted factors in the cortical plate. Dataset 2 (separate file): Sheet 1: differentially expressed genes identified using DESeq2 in *NexCre/+; Foxg1* LOF vs Control cortical plate cells related to Figure 5E. 

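The list of secreted factors from cortical plate tissue holds 298 genes, 164 higher and 134 lower by the paper's values, and 287 of them were tested here. In the samples labelled *Foxg1* LOF, 153 were higher and 129 were lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test. In total 282 passed in the direction the list gives and 0 passed in the opposite direction. The list was chosen by the paper on these samples, so this is not independent evidence of their direction. *Cemip*, a hyaluronan-binding protein, rose from 10.2 ± 3.15 CPM (SD, n = 4) to 399 ± 49.2 CPM (SD, n = 4), and *Bmp6*, a bone morphogenetic protein, from 1.20 ± 0.41 to 44.3 ± 21.1 CPM, a log2 fold change of 5.20. *Fgf18* is 71st of the 164 genes higher when these are ordered by the paper's log2 fold change. *Fgf9* is the only other FGF ligand on the list, among the genes lower. With glmTreat against a log2 fold change of 0.58, 152 genes passed in the listed direction.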

Sheet 2: list of differentially expressed secreted molecules subset from the *NexCre/+; Foxg1* LOF vs Control RNA seq dataset.

MDAR checklist

# Supplementary material for: Dual role of FOXG1 in regulating gliogenesis in the developing neocortex via the FGF signalling pathway
**Source:** eLife. 2025 Mar 14;13:RP101851. doi: 10.7554/eLife.101851
**Supplement:** MDAR checklist

## **Materials Design Analysis Reporting (MDAR)** **Checklist for Authors**

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife's* [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

### **Materials:**

| <b>Newly created materials</b>                                                                                                                                                                                                                      | <b>Indicate where provided:<br/>section/figure legend</b>                                                                                         | <b>N/A</b> |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------|------------|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | All information about the reagents and experimental paradigm have been provided in detail in the figure legends and material and methods section. |            |

| <b>Antibodies</b>                                                                                         | <b>Indicate where provided:<br/>section/figure legend</b>           | <b>N/A</b> |
|-----------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------|------------|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. | Materials and Methods > Immunohistochemistry; Supplementary Table 1 |            |

| <b>DNA and RNA sequences</b>                                                                                        | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|---------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Materials and Methods > Mice                              |            |

| <b>Cell materials</b>                                                                                                                            | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |                                                           | X          |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status.                                                           |                                                           | X          |

| <b>Experimental animals</b>                                                                                                                                                                            | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods > Mice                              |            |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                           | None                                                      |            |

| <b>Plants and microbes</b>                                                                                                                                                   | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |                                                           | X          |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      |                                                           | X          |

| <b>Human research participants</b>                                                                                             | <b>Indicate where provided:<br/>section/figure legend) or state if<br/>these demographics were not<br/>collected</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------|------------|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |                                                                                                                      | X          |

## Design:

| <b>Study protocol</b>                                                                                                               | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |                                                           | X          |

| <b>Laboratory protocol</b>                                                              | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-----------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |                                                           | X          |

|                                                         |
|---------------------------------------------------------|
| <b>Experimental study design (statistics details) *</b> |
|---------------------------------------------------------|

| <b>For in vivo studies: State whether and how the following have been done</b> | <b>Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”</b>                                                                | <b>N/A</b> |
|--------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------|
| Sample size determination                                                      | Figure Legends 1-6; Materials and Methods. 3-4 biological replicates taken for each genetic condition. Replicate number determined by the Power analysis performed on the data. |            |
| Randomisation                                                                  | Not done                                                                                                                                                                        |            |
| Blinding                                                                       | Not done                                                                                                                                                                        |            |
| Inclusion/exclusion criteria                                                   | Outlier analysis was performed on Figure 3I, 5J and 5K with Q=1 to remove outliers.                                                                                             |            |

| <b>Sample definition and in-laboratory replication</b>                 | <b>Indicate where provided: section/figure legend</b> | <b>N/A</b> |
|------------------------------------------------------------------------|-------------------------------------------------------|------------|
| State number of times the experiment was replicated in the laboratory. | More than 10 times.                                   |            |
| Define whether data describe technical or biological replicates.       | Both                                                  |            |

| <b>Ethics</b>                                                                                                                                                       | <b>Indicate where provided: section/submission form</b>                                                            | <b>N/A</b> |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------|------------|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.   |                                                                                                                    | X          |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | All procedures followed the Tata Institute of Fundamental Research Animal Ethics Committee (TIFR-IAEC) guidelines. |            |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                                                                                                    | X          |

| <b>Dual Use Research of Concern (DURC)</b>                                                                                                               | <b>Indicate where provided: section/submission form</b> | <b>N/A</b> |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------|------------|
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |                                                         | X          |

## Analysis:

| Attrition                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend                                   | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|-----|
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Outlier analysis was performed on Figure 3I, 5J and 5K with Q=1 to remove outliers. |     |

| Statistics                                                   | Indicate where provided:<br>section/figure legend                                                                                                                                                                  | N/A |
|--------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| Describe statistical tests used and justify choice of tests. | Unpaired student's T Test for Figure 1 and 2. Two-way ANOVA for Figure 4, 6, 5J, K (to study effect of 2 variables on 1 outcome). Mann-Whitney test for Figure 3 H, I, 5D, E (Non-parametric distribution of data) |     |

| Data availability                                                                                                                                                | Indicate where provided:<br>section/submission form         | N/A |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------|-----|
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials and Methods > Data Availability                   |     |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.                         | PRJNA886320, GSE253919                                      |     |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                                         | Materials and Methods > Histone and FOXG1 ChIP Seq analysis |     |

| Code availability                                                                                                                                                                                                                                                  | Indicate where provided:<br>section/figure legend                                                                                                                                                                                                              | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | <a href="https://github.com/mahibose/secrete">https://github.com/mahibose/secrete</a><br><a href="https://rpubs.com/mahima_bose/921350">dFactorsFromRNASeqData;</a><br><a href="https://rpubs.com/mahima_bose/921350">https://rpubs.com/mahima_bose/921350</a> |     |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility.                                                       |                                                                                                                                                                                                                                                                |     |

|                                                                                                         |  |  |
|---------------------------------------------------------------------------------------------------------|--|--|
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  |  |
|---------------------------------------------------------------------------------------------------------|--|--|

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| Adherence to community standards                                                                                                                                                | Indicate where provided: section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------|-----|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |                                                |     |

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

### Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

### Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

### Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

### Group allocation

- Indicate how samples were allocated into experimental groups (in the case of clinical studies,

please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied

- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

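RNA-seq was analysed for 2 mouse experiments. In the first, cortical cells were sorted at E17.5 after labelling or tamoxifen at E15.5 (3 control pools and 4 pools labelled *Foxg1* LOF). In the second, cortical plate tissue was taken from 4 control and 4 *NexCre* *Foxg1* LOF samples. The groups and replicate numbers were taken from the sample labels and the paper, and every column of per-sample values was used.

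The count tables hold raw counts per gene, which the authors made by aligning reads with HISAT2 and counting with featureCounts on the mm10 build. The log2 fold changes in the authors' deposited tables of comparisons come from DESeq2, as do the p-values and adjusted p-values that the authors deposited with them. Versions of these tools, the annotation used for counting, the library kit and whether counting used strand are not given in the sources used here. The paper describes its RNA-seq methods for the sorted cells and does not describe them separately for the cortical plate tissue. In the deposited table of the sorted cells missing values are written as 0 and were read as missing, except for 1 gene whose p-value is below what the format can hold.

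Each experiment was tested alone from the deposited counts with edgeR 4.0.16 in R 4.3.3: filterByExpr by group (minimum count 10, minimum total count 15), TMM scaling, and glmQLFit with glmQLFTest on group. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Genes were called at an adjusted p under 0.05, and the total counts of genes higher or lower in an experiment and the overlaps tested with Fisher's exact test also required an absolute log2 fold change above 0.58, which is the fold cutoff in the paper's methods. Counts of list members, of secreted factors, of splits and of genes shared by the experiments used the adjusted p alone. The text gives levels as CPM with TMM scaling, as mean and SD. Gene lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01, again with an estimated correlation, and with fry. Overlaps with the paper's region list and the MAPK list were tested with two-sided Fisher's exact tests over the genes tested. The change in the first experiment minus that in the second was tested in a joint edgeR fit of the 4 groups.

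The 26 gene lists, the tests, the alternatives and the rule for named genes were fixed before the data were examined, when the paper's own tables had been seen. Genes are named if the paper names them for these experiments. The rule also takes the 10 largest changes in each direction among called genes with an average log2 CPM of at least 3 and no overlap between the groups, predicted genes left out. It further takes the 3 largest called changes of each list at an average log2 CPM of at least 0, and genes whose protein the paper stained. Other genes are said to be named after their values were seen.

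The libraries hold 22512259 to 33507884 counts in the first experiment and 15913504 to 34768006 in the second. The median standard error of a log2 fold change was 0.120 and 0.144. The steps were tested on simulated counts with 200 changed genes, none of them among the least counted. The data hold far more called genes than that, so the simulation does not match them in this. In the simulation of the first experiment (14709 genes) 14 unchanged genes were called, which is 7.41% of the calls, and in that of the second (17065 genes) 11 were, which is 6.11%. No pair of libraries of a group differed by as little as the sampling noise in a chi-square test of their counts.

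The alternatives were DESeq2 1.42.0, other scalings, no filter and a stricter filter of 10 counts in every library, the replicate number as a block, each replicate left out in turn, other thresholds, and shorter versions of the lists. The truncated gene tables of the supplement entered no overlap test. The list of 19 genes, the astrocyte-enriched genes and the KEGG gene sets were not used here, and ChIP-seq data were not analysed here.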

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

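The tests that weigh the 3 patterns of this part were chosen after the results were seen, apart from the counts over other splits of the samples, which were set before.

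In the sorted cells, all 18 microglia genes, 14 endothelial genes and 9 pericyte and meningeal fibroblast genes were lower in the pools labelled *Foxg1* LOF. Of the endothelial genes the paper names *Robo4*, as a neuronal marker. Together 41 of the 48 members tested were lower and none was higher. This count restates the pattern, so a larger share of these cells in the control pools stays open. Mean microglia levels (log2 CPM) were 4.44 to 4.69 in the controls and 0.71 to 2.07 in the pools labelled *Foxg1* LOF. A scaling set by the library rich in ribosomal RNA precursor is argued against, since the microglia median without LOF replicate 3 was -3.70. FlashTag with the GFP channel and Ai9 with the RFP channel cannot be told apart from genotype, since 0 libraries cross them, so an effect of the sort and an effect of *Foxg1* loss both stay open. The paper uses the hGFAP-CreERT2 driver for recombination in apical progenitors. Ai9 thus marks recombined cells and their progeny, whereas FlashTag marks cells by dye uptake.

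*Foxg1* counts did not set the groups apart in either experiment. In the cortical plate tissue, *Pou3f1* kept 1.40% of its control level (1.71% at 2 standard errors above). Fewer upper-layer neurons in the tissue would lower this transcript as well. Whether most of those present kept an intact gene therefore stays open. *Pou3f1* is 1 upper-layer gene, picked after its fall was seen, and does not speak for the other cells of the tissue. In the sorted cells *Pou3f1* kept 27.9% (37.3% at 2 standard errors above). There the sort differs between the groups, so whether most cells kept an intact gene stays open. Exchanged labels cannot be told apart from unchanged ones by *Foxg1*, whose log2 fold change has a highest upper 95% bound of 0.35, while the paper's stainings (more NFIA in the mutant cells, less FOXG1 with *NexCre*) run the way the labels do. Transcript of the recombined allele may still be counted, and this stays open because each table holds 1 value for the whole gene.

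In the cortical plate tissue, 15 microglia genes were higher and 16 endothelial genes were lower in the samples labelled *Foxg1* LOF. A lower share of neurons as the only change would raise both. The medians instead lay 2.24 apart on the log2 scale. Interquartile ranges were 0.86 to 1.65 for microglia and -1.02 to -0.69 for endothelial genes. These opposite signs are the pattern itself, so a lower share of neurons together with another change stays open. A single unusual library is argued against: leaving out each in turn, the median nearest to 0 was -0.71. A change in these cells with the loss of *Foxg1* and a difference in dissection both stay open and were not tested.

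Other gene groups changed that the paper does not analyse in its RNA-seq data; of their markers, it stained REELIN and KI67 in other experiments. In the sorted cells, 6 of 11 Cajal-Retzius genes were higher and none was lower (camera, adjusted p = 3.76e-36; adjusted p = 0.0166 with an estimated correlation), and 20 of 30 cell cycle genes were lower (25 when adjusted over the list alone; camera, adjusted p = 4.44e-10; adjusted p = 0.248 with an estimated correlation). The Cajal-Retzius median of 3.79 depended on which genes the low-count filter kept: it was 2.44 over 13 genes with no filter and 0.34 over 9 genes with the strict filter, of which 4 were higher. The strict filter drops any gene under 10 counts in a library, such as *Barhl2*, with 4 to 15 counts per control library. It thus removes increases from near-silent controls, and its lower median does not test them. In the cortical plate tissue, 9 of 12 Cajal-Retzius genes were higher (10 when adjusted over the list alone; camera, adjusted p = 8.07e-09; adjusted p = 0.0991 with an estimated correlation). In that tissue 13 of 18 interneuron and ganglionic eminence genes were higher and 1 was lower (15 and 1 when adjusted over the list alone; camera, adjusted p = 0.000531; adjusted p = 0.0605 with an estimated correlation). The member lower was *Npy*, whose log2 fold change of -2.99 was the largest of the list in size. Of 13 mitochondrially encoded genes, 9 were lower there (11 when adjusted over the list alone; camera, adjusted p = 7.29e-05; adjusted p = 0.246 with an estimated correlation).

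The log2 fold change differed between the experiments for 10 of the genes the paper names, by edgeR's joint fit. As the change in sorted cells minus that in cortical plate tissue, the differences were -1.10 for *Nfia*, 1.32 for *Id3*, -1.23 for *Neurod2*, 4.31 for *Pou3f1* and -1.69 for *Robo4*. They were 1.39 for *Fgfr3*, 1.73 for *Col2a1*, 1.37 for *Dpysl4*, 1.98 for *Fgf9* and -1.75 for *Fgf18*. Age, tissue, Cre driver and sort also differ between the experiments.

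Of 46 sets of 4 values, 1 per library of a group, examined for a library far from the others, 4 held one, where chance gives about 1 in 20. In the sorted cells, the 10 most counted genes took 5.42% of the counts of LOF replicate 3 and 3.06% to 3.25% in the others of its group, and *Rn45s* took 2.29% and 0.291% to 0.617%. In the cortical plate tissue, LOF replicate 1 had 245 CPM of *Foxg1* (others 308.9 to 321) and 6.10 CPM of *Fgf18* (others 3.14 to 3.55).

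The number of genes called, in both directions with no fold cutoff, was compared with that of 35 splits of the same samples, the real one included. The real split of the sorted cells called 3216 genes and the highest other 1428, with LOF replicate 3 set with the controls. In the cortical plate tissue these were 5879 and 7. In each experiment only 1 of the 35 splits, the real one, called as many, which is the smallest share that 35 splits allow. This argues against chance but cannot exclude it. In the sorted cells the real split also divides the sort channels.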

How the results depend on the processing

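With no fold change cutoff, 1503 genes were higher in the sorted cells, and 2903 were higher and 2976 lower in the cortical plate tissue. With glmTreat, 295 were higher and 592 lower in the sorted cells, 786 and 918 in the tissue, and 152 secreted factors passed in their listed direction. DESeq2 called 749 and 1327, and 1973 and 1990. Library size alone as the scaling moved the share of calls that were higher in the tissue from 49.9% to 57.5%. The excess of MAPK genes among genes higher in the sorted cells had an odds ratio of 0.98 (exact p = 1.00) with no fold cutoff, 1.94 (exact p = 0.0601) with glmTreat and 1.54 (exact p = 0.158) without ligands and receptors. With an estimated correlation, 1 list in the sorted cells and 2 in the tissue passed, and with fry 19 passed in the tissue. Same-numbered samples did not all deviate together (correlations -0.0278, -0.0085 and 0.342 in the sorted cells and -0.0572 to 0.0989 in the tissue). Not every sample correlated best with its own number, so the numbers showed no consistent pairing. So few samples cannot rule pairing out, and the series text calls the tissue controls littermates. With the replicate block, 721 genes were higher and 1216 lower in the sorted cells, 1569 and 1741 in the tissue, and *Foxg1* in the sorted cells had a log2 fold change of -0.30 (edgeR, adjusted p = 0.0476). Leaving out each replicate in turn, genes higher ranged from 509 to 768 and genes lower from 931 to 1526 in the sorted cells, and from 1523 to 2015 and from 1686 to 2115 in the tissue. In these fits *Foxg1* in the tissue ranged from 0.10 to 0.21 and *Fgf18* from 1.05 to 1.76. *Foxg1* passed without LOF replicate 1 (0.21), and *Fgf18* did not without control replicate 3 (1.13). The cause was not tested. In the sorted cells *Fgfr3* ranged from 1.33 to 1.5, *Nfia* from 1.37 to 1.49, and the odds ratio of the FOXG1-bound genes from 3.17 to 3.68. The odds ratio of the MAPK genes among genes higher ranged from 1.78 to 2.04 in these fits. Its highest value under any alternative was 2.36. Over all alternatives, 2512 values of the other named genes stayed on their side of the threshold, 66 fell below it, 13 rose above it and 0 reversed. These totals leave out *Foxg1* in both experiments. They also leave out *Fgfr3*, *Nfia*, *Olig3*, *Neurod2* and *Pou3f1* in the sorted cells, and *Fgf9*, *Fgf10* and *Fgf18* in the tissue. Of the genes left out, only *Foxg1* and *Fgf18* changed their call, as given above. Counts of list members higher or lower moved by over 1.5 times, or to or from 0, in 263 cases and did not in 1557. Set tests lost their call in 24 cases, gained one in 7 and kept their side in 71. Leaving out *Rn45s*, chosen after seeing the data, gave 693 and 1225. *Fgf18*, at 19 to 126 counts per library, is the gene of the paper's claims with the fewest counts in the tissue.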

Differences from the paper's values

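None of the 12 log2 fold changes in the supplement that were also computed here, nor the fold change of *Fgf18* in the paper's text, differed from the value here. The largest gap between log2 fold changes was 0.0660, for *Olig3*.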

Other observations

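In the cortical plate tissue, several FGF receptors and co-factors were higher. Of 15 tested, 6 were higher and 2 were lower in the samples labelled *Foxg1* LOF (7 and 3 when adjusted over the list alone; camera, adjusted p = 0.0439; adjusted p = 0.260 with an estimated correlation). *Fgfr1* rose from 37.1 to 163 CPM (log2 fold change 2.13) and *Fgfr2* from 19.9 to 49.1 CPM (1.3). Of 21 FGF-ERK response genes, 3 were higher and 6 were lower (the same when adjusted over the list alone), among them *Dusp4* (2.31), *Dusp6* (-1.50) and *Myc* (-1.96). *Stat3*, the transcription factor of cytokine signalling in astrocyte production, was higher in the sorted cells (1.38) and in the tissue (1.79). Of the gliogenic cytokine and JAK-STAT genes, 3 of 18 were higher and 4 lower in the sorted cells (the same when adjusted over the list alone), and 6 of 19 were higher and 3 lower in the tissue (7 and 3 when adjusted over the list alone). MAPK signalling genes in the tissue were over-represented in both directions, with 42 among genes higher (odds ratio 1.84, Fisher's exact test, p = 0.000874) and 37 among genes lower (1.57, exact p = 0.0188). So were the genes of the paper's list of regions with FOXG1 binding and both histone marks, with 85 of the 430 tested among genes higher (odds ratio 2.16, Fisher's exact test, p = 9.09e-09) and 69 among genes lower (1.65, exact p = 0.000327).

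Of 18 oligodendrocyte lineage markers in the tissue, 3 were higher and 7 were lower (4 and 8 when adjusted over the list alone), with *Mbp* at -1.60 and *Pdgfra* at -0.76. In the sorted cells 3 of 16 were higher and 1 was lower (4 and 2 when adjusted over the list alone). Of 20 apical progenitor markers in the tissue, 13 were higher and 2 were lower (15 and 2 when adjusted over the list alone; camera, adjusted p = 0.000412; adjusted p = 0.0991 with an estimated correlation), with *Pax6* at 1.34 and *Sox2* at 0.61. Cortical hem and WNT genes went both ways, with 4 of 15 higher and 1 lower in the sorted cells (5 and 2 when adjusted over the list alone; camera, adjusted p = 0.00408; adjusted p = 0.673 with an estimated correlation) and 4 of 16 higher and 3 lower in the tissue (4 and 5 when adjusted over the list alone). Of 16 deep-layer and subplate genes in the sorted cells, 5 were higher and 3 were lower (5 and 5 when adjusted over the list alone; camera, adjusted p = 0.0289; adjusted p = 0.230 with an estimated correlation), with *Nxph4* at 2.75 and *Nr4a2* at 2.42. Of 19 interneuron and ganglionic eminence genes there, 1 was higher and 2 were lower (the same when adjusted over the list alone; camera, adjusted p = 0.0144; adjusted p = 0.83 with an estimated correlation).

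Transcripts of proteins that the paper stained in other experiments were also measured. *Sox9* had a log2 fold change of 0.15 (edgeR, adjusted p = 0.491) in the sorted cells and -0.12 (adjusted p = 0.514) in the tissue. *Aldh1l1* had one of -0.24 (adjusted p = 0.309) in the tissue. *Eomes*, which encodes TBR2, had one of 0.25 (adjusted p = 0.421) in the sorted cells, and in the tissue one of 1.13 (adjusted p = 0.303), which was 2.91 (adjusted p = 0.00518) without control replicate 4. *Olig2* had one of 0.38 (adjusted p = 0.212) in the sorted cells, which was 0.52 (adjusted p = 0.0281) without LOF replicate 4, and one of -0.16 (adjusted p = 0.337) in the tissue. *Pdgfra* had one of -0.18 (adjusted p = 0.731) and *Sox2* one of 0.04 (adjusted p = 0.699) in the sorted cells, and in the tissue *Mki67* had one of 0.01 (adjusted p = 0.959).

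Of 16 p53 response genes, 3 were higher and 2 lower in the sorted cells (4 and 3 when adjusted over the list alone), and 1 was higher and 6 lower in the tissue (the same when adjusted over the list alone). Of 18 dissociation and immediate early genes, 2 were higher and 3 lower in the sorted cells, and of 16 in the tissue 7 were higher and 3 lower (both the same when adjusted over the list alone). Of 30 cell cycle genes in the tissue, 5 were higher and 1 lower (4 and 1 when adjusted over the list alone). Of 14 pericyte and meningeal fibroblast genes there, 6 were higher and 4 lower (the same when adjusted over the list alone). Of 5 choroid plexus and ependymal genes in the sorted cells, 1 was higher (2 when adjusted over the list alone), and none was without any 1 of the 3 controls or without LOF replicate 1. In the tissue 1 of 3, *Ttr*, was higher (the same when adjusted over the list alone), and it did not pass in 7 of the 8 fits that left out 1 replicate (adjusted p = 0.0546 to 0.122). Of 5 erythroid genes in the tissue, *Hbb-bs* was lower (the same when adjusted over the list alone). Neither of the 2 tested in the sorted cells passed by edgeR or DESeq2, and 1 of them, *Slc4a1*, had an unadjusted p under 0.05. Of 5 sex-linked genes, 0 passed in either experiment by edgeR or DESeq2, and 0 had an unadjusted p under 0.05.

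The mix of sexes in the sorted pools differed between libraries. *Xist*, transcribed from the inactive X chromosome of female cells, had 33294 to 81950 counts in the 4 pools labelled *Foxg1* LOF. It had 48716 counts in control replicate 2, and 8 and 14 in the other controls. Its log2 fold change was 1.56 (edgeR, adjusted p = 0.590), and 12.31 (adjusted p = 0.000171) without control replicate 2. *Ddx3y*, on the Y chromosome and named after its values were seen, had 319 to 1534 counts in the controls and 866, 711, 0 and 1 in the pools labelled *Foxg1* LOF.

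Between the experiments, at an adjusted p under 0.05 with no fold cutoff, 413 genes were higher in both, where 236.9 would be expected from independent lists, 467 were lower in both (284.5 expected), and 531 were called in opposite directions (519.2 expected).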
